# Regulation of Zn and Fe transporters by the *GPC1* gene during early wheat monocarpic senescence

**DOI:** 10.1186/s12870-014-0368-2

**Published:** 2014-12-19

**Authors:** Stephen Pearce, Facundo Tabbita, Dario Cantu, Vince Buffalo, Raz Avni, Hans Vazquez-Gross, Rongrong Zhao, Christopher J Conley, Assaf Distelfeld, Jorge Dubcovksy

**Keywords:** Wheat, Senescence, GPC, Zinc transport, Iron transport, ZIP

## Abstract

**Background:**

During wheat senescence, leaf components are degraded in a coordinated manner, releasing amino acids and micronutrients which are subsequently transported to the developing grain. We have previously shown that the simultaneous downregulation of *Grain Protein Content* (*GPC*) transcription factors, *GPC1* and *GPC2*, greatly delays senescence and disrupts nutrient remobilization, and therefore provide a valuable entry point to identify genes involved in micronutrient transport to the wheat grain.

**Results:**

We generated loss-of-function mutations for *GPC1* and *GPC2* in tetraploid wheat and showed in field trials that *gpc1* mutants exhibit significant delays in senescence and reductions in grain Zn and Fe content, but that mutations in *GPC2* had no significant effect on these traits. An RNA-seq study of these mutants at different time points showed a larger proportion of senescence-regulated genes among the *GPC1* (64%) than among the *GPC2* (37%) regulated genes. Combined, the two *GPC* genes regulate a subset (21.2%) of the senescence-regulated genes, 76.1% of which are upregulated at 12 days after anthesis, before the appearance of any visible signs of senescence. Taken together, these results demonstrate that *GPC1* is a key regulator of nutrient remobilization which acts predominantly during the early stages of senescence. Genes upregulated at this stage include transporters from the *ZIP* and *YSL* gene families, which facilitate Zn and Fe export from the cytoplasm to the phloem, and genes involved in the biosynthesis of chelators that facilitate the phloem-based transport of these nutrients to the grains.

**Conclusions:**

This study provides an overview of the transport mechanisms activated in the wheat flag leaf during monocarpic senescence. It also identifies promising targets to improve nutrient remobilization to the wheat grain, which can help mitigate Zn and Fe deficiencies that afflict many regions of the developing world.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-014-0368-2) contains supplementary material, which is available to authorized users.

## Background

In annual grasses, monocarpic senescence is the final stage of a plant’s development during which vegetative tissues are degraded and their cellular nutrients and amino acids are transported to the developing grain. The regulation of this process is crucial for the plant’s reproductive success and determines to a large extent the nutritional quality of the harvested grain. Among wild diploid relatives of wheat, there exists large variation in Zn and Fe grain content, whereas modern wheat germplasm collections exhibit comparatively lower and less variable Zn and Fe concentrations [1,2], demonstrating that improvements in these traits are possible. Zn and Fe deficiency afflict many parts of the developing world where wheat constitutes a major part of the diet, making the development of nutritionally-enhanced wheat varieties an important target for breeders tackling this problem [3].

The main source of protein and micronutrients in the wheat grain is the flag leaf and, to a lesser extent, the lower leaves [4,5]. When applied to the leaf tip, radioactively-labelled Zn is efficiently translocated to the developing wheat grain [6]. The close correlation between Zn and Fe content in the grain suggests some level of redundancy in the regulatory mechanisms used by the plant to transport these micronutrients [1]. However, the regulation of gene expression associated with nutrient transport from leaves to grain during wheat monocarpic senescence is poorly understood. A detailed understanding of these mechanisms will be required in order to engineer wheat varieties with improved nutritional quality through biofortification [7].

Several studies in other species, including barley, rice and Arabidopsis have revealed distinct mechanisms regulating micronutrient transport in vegetative tissues, which are described below according to their sub-cellular location.

### Transport between chloroplast and cytoplasm

Because of its importance to photosynthesis, Fe is particularly abundant within the chloroplasts, which harbor ~90% of all Fe in the leaf during vegetative development [8]. Therefore, the remobilization of Fe from the chloroplast is an important process during monocarpic senescence. In Arabidopsis a member of the ferric chelate reductase (*FRO*) gene family is highly expressed in photosynthetic tissues and localizes to the chloroplast membrane, suggestive of a role in the reduction-based import of Fe into the chloroplasts [9]. In rice, certain *FRO* genes are preferentially expressed in the leaf vasculature rather than the roots, suggesting that this may be a conserved transport mechanism [10]. Certain members of the Heavy Metal ATPase (HMA) family of transporters have been implicated in the reverse process; nutrient export from the chloroplast to the cytoplasm. In Arabidopsis, *AtHMA1* localizes to the chloroplast membrane and facilitates Zn export from the chloroplast [11] and in barley, *HvHMA1* facilitates both Zn and Fe export from the chloroplast [12].

### Transport between vacuole and cytoplasm

Additional mechanisms within the leaf exist to facilitate Fe and Zn transport between the vacuole and cytoplasm as part of a sequestration strategy, since high concentrations of either nutrient can be toxic for the plant cell. In rice, two *VACUOLAR IRON TRANSPORTER* genes, *OsVIT1* and *OsVIT2*, encode proteins which are localized to the vacuolar membrane (tonoplast) and facilitate Zn^2+^ and Fe^2+^ import to the vacuole [13]. Likewise, the *ZINC-INDUCED FACILITATOR-LIKE* (ZIFL) genes encode Zn-transporters which are implicated in vacuole transport. In Arabidopsis, *ZIF1* localizes to the tonoplast and *zif1* mutants accumulate Zn in the cytosol, suggesting that these transporters promote vacuolar sequestration of Zn by facilitating its import into the vacuole [14]. However, several of the thirteen *ZIFL* genes recently described in rice are induced in the flag leaves during senescence [15]. This suggests that in monocots, certain *ZIFL* genes may also play a role in promoting nutrient remobilization during senescence. The NRAMP family of transporters appears to regulate nutrient export from the vacuole. In Arabidopsis, *NRAMP3* and *NRAMP4* are induced in Fe-deficient conditions and plants combining mutations in both these genes fail to mobilize vacuolar reserves of Fe [16].

### Transport from cytoplasm to phloem

For their transport to the grain, micronutrients must be transported from the cytoplasm across the plasma membrane to be loaded into the phloem. This process is facilitated by members of the Yellow stripe like (YSL) and ZRT, IRT like protein (ZIP) families of membrane-bound transporters, which transport metal-chelate complexes across the plasma membrane in the leaves of several plant species [17-19]. In Arabidopsis, two Fe-transporting members of the *YSL* gene family were shown to be essential for normal seed development [20] and in barley, *HvZIP7* knockout mutant plants exhibit significantly reduced Zn levels in the grain, suggesting that this family may also be important for nutrient loading into the phloem [21].

Because Zn and Fe ions exhibit limited solubility in the alkaline environment of the phloem, they are transported in association with a chelator [19]. Nicotianamine (NA) is one such important chelator and is a member of the mugineic acid family phytosiderophores [22]. NA biosynthesis is regulated by the enzyme nicotianamine synthase (NAS) by combining three molecules of S-Adenosyl Methionine [23], and can be further catalyzed to 2’-deoxymugineic acid (DMA) by the sequential activity of nicotianamine aminotransferase (NAAT) [24,25], which generates a 3”-keto intermediate and DMA synthase (DMAS, Figure 1) [26]. Although Zn has been shown to associate with DMA in the rice phloem [27], a recent study suggests that it is more commonly associated with NA [28]. In contrast, the principal chelator of Fe in the rice phloem is DMA [29]. It has been hypothesized that phloem transport represents the major limiting factor determining Zn and Fe content of cereal grains [30] and this is supported by several studies which demonstrate that altering *NAS* expression can have significant impacts on Zn and Fe grain and seed content. In Arabidopsis, plants carrying non-functional mutations in all *NAS* genes exhibit low Fe levels in sink tissues, while maintaining high levels in ageing leaves [31]. Conversely, *NAS* overexpression results in the accumulation of higher concentrations of Zn and Fe in Arabidopsis seed [32], rice grains [33,34] and barley grains [35].

**Figure 1:**
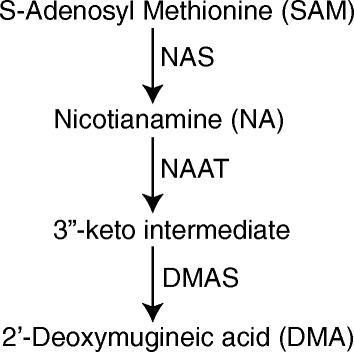
**Biosynthesis of mugienic acid phytosiderophores.** The combination of three molecules of SAM to form one molecule of NA is catalyzed by NAS. NA is converted to DMA through the action of NAAT to form a 3”-keto intermediate and then by DMAS to form DMA. Adapted from Bashir et al. [26].

#### Regulation of senescence and nutrient translocation

Monocarpic senescence and nutrient translocation to the grain occur simultaneously, requiring a precise coordination of these two processes. This is reflected in the large-scale transcriptional changes in the plant’s vegetative tissues during the onset of senescence, as documented in recent expression studies in Arabidopsis [36,37], barley [38] and wheat [39,40]. These studies consistently identify increased expression levels of a number of transcription factors of different classes. Particularly important roles have been identified for members of the NAC family [38,41-44]. In wheat, one such NAC-domain transcription factor, *Grain Protein Content 1* (*GPC1*, also known as *NAM1*), has been shown to play a critical role in the regulation of both the rate of senescence and the levels of protein, Zn and Fe in the mature grain [44].

Originally identified as a QTL which enhances grain protein content in wild emmer (*Triticum turgidum* spp. *dicoccoides*) [45], the genomic region of chromosome arm 6BS including *GPC1* was later shown to also accelerate senescence in tetraploid and hexaploid wheat [44,46,47]. A paralogous gene, *GPC2* (also known as *NAM2*), was identified on chromosome arm 2BS, which shares 91% similarity with *GPC1* at the DNA level [44]. Transcripts of *GPC1* and *GPC2* are first detected in flag leaves shortly before anthesis and increase rapidly during the early stages of senescence. In hexaploid wheat, plants transformed with a *GPC*-RNAi construct targeting all homologous *GPC* genes and plants carrying loss-of-function mutations in all *GPC1* homoeologs, both exhibit a three-week delay in the onset of senescence as well as significant reductions in the transport of amino acids (N), Zn and Fe to the grain [5,44,46]. Therefore, *GPC* mutants represent an excellent tool to dissect the mechanisms underlying Zn and Fe transport from leaves to grains during monocarpic senescence.

In the current study, we used RNA-seq to identify genes differentially regulated in the flag leaves during three early stages of monocarpic senescence in tetraploid wheat. We also identified genes that were differentially expressed within each of these stages between tetraploid WT and *gpc* mutants, which exhibited reduced Zn and Fe grain concentrations. We identified members of different transporter families, which were differentially regulated both during the early stages of senescence and between genotypes with different *GPC* alleles. Results from this study define more precisely the role of individual *GPC* genes in the regulation of transporter gene families in senescing leaves and identify new differentially regulated targets for Fe and Zn biofortification strategies in wheat.

## Results

### *GPC1* and *GPC2* mutations and their effect on senescence and nutrient translocation

Field experiments comparing wild type (WT), single (*gpc-A1* and *gpc-B2*), and double (*gpc-A1/gpc-B2*) mutants showed consistent results across the four tested environments (UCD-2012, TAU-2012, NY-2012 and NY-2013, Figure 2, Additional file 1: Figure S1 and S2). None of the *gpc* mutants showed significant differences in heading time relative to the WT, which is consistent with the known upregulation of the *GPC* genes after anthesis [44]. Both the *gpc-A1* and *gpc-A1/gpc-B2* mutants were associated with a significant delay in senescence relative to the WT and the *gpc-B2* mutant. In the Davis field experiment (UCD-2012), these two mutants showed a 27-day delay in the onset of senescence in comparison to WT plants (Figure 2a), and consistent results were observed in field experiments carried out in Tel Aviv and Newe Ya’ar (Additional file 1: Figure S1). The differences in senescence observed between WT and *gpc-B2* or between *gpc-A1* and *gpc-A1/gpc-B2* mutants were comparatively much smaller (Figure 2a).

**Figure 2:**
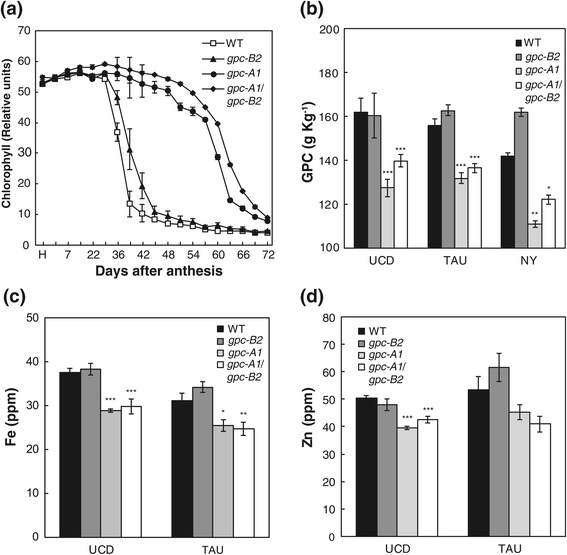
***GPC*** **mutations in tetraploid wheat result in significant delays in senescence and reductions in protein, Zn and Fe content in the grain. (a)** Relative chlorophyll content of flag leaves taken from the UCD-2012 field experiment **(b)** GPC content of mature grains harvested from three experiments, (UCD n = 10, TAU and NY n = 4) **(c)** Fe and **(d)** Zn content of mature grains harvested from UCD-2012 and TAU-2012 experiments (n = 5). * = P < 0.5, ** = P < 0.01, *** = P < 0.001, difference when compared to WT control sample from Dunnett’s test. UCD = UC Davis 2012 experiment, TAU = Tel Aviv University 2012 experiment, NY = Newe Ya’ar research center 2012 experiment.

To test the effects of the *GPC* mutations on yield components in a tetraploid background, we measured thousand kernel weight (TKW) in three field environments and dry spike weight in the Davis field experiment. We detected a marginally significant reduction in TKW associated with the *gpc-A1* and *gpc-A1/gpc-B2* mutant genotypes (*P* =0.02, Additional file 1: Figure S2a). These mutant genotypes were also associated with significant reductions in dry spike weight in the Davis field experiment which was lower in both *gpc-A1* and *gpc-A1/gpc-B2* mutants at 35 DAA (*P* <0.001) and in the *gpc-A1/gpc-B2* mutant at 42 and 49 DAA (*P* <0.001, Additional file 1: Figure S2b).

The delays in the onset of senescence in the *gpc-A1* and *gpc-A1/gpc-B2* mutants relative to WT plants were associated with reductions in protein, Zn and Fe levels in the mature grain (Figure 2, b-d). Similarly, the marginal differences in senescence between WT and *gpc-B2* or between *gpc-A1* and *gpc-A1/gpc-B2* mutants (Figure 2a) were paralleled by the absence of significant differences in protein, Zn and Fe levels in the grain in the different field experiments (Figure 2, b-d). Similar reductions in GPC were observed across the different field experiments (Figure 2b), which ranged between 19.5% (WT *vs. gpc-A1*) and 13.4% (WT *vs. gpc-A1/gpc-B2*). Micronutrient concentrations in the mature grain for each genotype in UCD-2012 and TAU-2012 experiments are presented in Additional file 1: Table S1. Fe concentrations in the grain were significantly lower in both the *gpc-A1* (20.9% mean reduction) and *gpc-A1/gpc-B2* mutants (20.8% mean reduction) when compared to WT samples in both locations (Figure 2c). Zn grain concentrations were also lower for the same mutant genotypes in both locations, but the differences were significant only in the UCD-2012 experiment (Figure 2d). Interestingly, *gpc-A1* and *gpc-A1/gpc-B2* mutants also exhibited significantly higher grain K concentrations than in WT plants, with increases ranging between 18 and 33% (Additional file 1: Table S1). All GPC and micronutrient values are reported as the concentration within the grain, so are unaffected by the variation in TKW detected between genotypes.

Taken together, these results demonstrate that a knockout mutation of the *GPC1* gene alone is sufficient to delay the onset of senescence and to perturb the translocation of protein, Zn and Fe to the developing grain in tetraploid durum wheat under field conditions. The *gpc-B2* mutation had no significant effect on any of these traits, even in a genetic background with no functional *GPC1* genes.

### Evaluation of the mapping reference used for RNA-seq and overall characterization of loci expressed in each sample

To identify *GPC-*mediated transcriptional changes associated with the onset of senescence, we carried out an RNA-seq study focusing on three genotypes; WT and the two mutants that showed the largest differences in senescence in the previous field experiments, *gpc-A1* and *gpc-A1/gpc-B2*. 

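The RNA-seq data set holds 36 libraries from flag leaves, in 9 groups of 4 biological replicates, since each of the 3 genotypes was sampled at HD, 12 DAA and 22 DAA. Each library was made from a single flag leaf of a greenhouse-grown tetraploid wheat plant, and the plants were siblings from lines that carry TILLING mutations and had been backcrossed to the variety Kronos. The methods state that the samples sharing a replicate number were pooled and sequenced together, so the replicate number ties samples of different groups to each other. In the labels, the genotype field of replicate 1 of *gpc-A1* at HD reads wild type, while its title and source name read *gpc-A1*, which was used here because the paper has 4 replicates in each group.

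The authors deposited the number of reads that mapped to a unique position within each transcribed genomic locus, without normalization. In WT, the total count per library ranged from 17284352 to 23417977 at HD (median 19918901), from 18581039 to 48981831 at 12 DAA (median 22357247) and from 18335083 to 22370880 at 22 DAA (median 19975786). In *gpc-A1* it ranged from 16984134 to 22106644 at HD (median 17392890), from 15785040 to 23183918 at 12 DAA (median 18449076) and from 15757072 to 23043517 at 22 DAA (median 18745774). In *gpc-A1/gpc-B2* the range was 18248833 to 23482849 at HD (median 19145412), 13754124 to 20330152 at 12 DAA (median 16443702) and 19344501 to 23802265 at 22 DAA (median 22013049). The largest library, replicate 4 of WT at 12 DAA, had 2.53 times the median total of the 36 libraries.

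For the pairwise comparisons, a locus was called differentially expressed (DE) only when it passed all 4 of the tests named in the methods. These were edgeR and DESeq with an adjusted *P* of at most 0.01, the Mann-Whitney-Wilcoxon test with *P* of at most 0.05 and the methods' t-test with *P* of at most 0.01. The edgeR test used here was the quasi-likelihood test on TMM-normalized libraries, and DESeq2 took the place of DESeq. Normalized counts are counts divided by the median-of-ratios size factor of the library. Log2 fold changes come from edgeR, and their standard errors were derived from its F statistic. Adjusted *P* values are Benjamini-Hochberg values, in edgeR over all loci tested. DESeq2 adjusted only over the loci that its default filtering kept, and a locus without an adjusted *P* was not called. Because reads with several equally good positions were left out, a locus with a near-identical homoeolog or paralog can show fewer counts than its transcript level would give. The reads across the mutated positions were not analysed here, and no locus was matched to *GPC-A1*, *GPC-B1* or *GPC-B2* by name.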

None of the plants sampled at heading date (HD), 12 days after anthesis (DAA) or 22 DAA, showed signs of chlorophyll degradation in the flag leaves or yellowing of the peduncles (Additional file 1: Figure S3, a-c), confirming that the selected time points represent relatively early stages of the senescence process. Clear differences between genotypes were apparent five weeks later (60 DAA), when the WT plants showed more advanced symptoms of senescence than either of the two *gpc* mutants (Additional file 1: Figure S3, d-f). This result indicates that in this greenhouse experiment, the effects of the *GPC* genes were consistent with those observed in the field experiments described above (Figure 1a).

On average, 35 million trimmed RNA-seq reads were generated for each of the four replicates of each of the nine genotype/time point combinations included in this study (Additional file 1: Table S2, total 1.3 billion reads). Most of the reads (average 99.0%) were mapped to the reference genomic contigs generated by the International Wheat Genome Sequencing Consortium (IWGSC) using flow-sorted chromosomes arms of *T. aestivum* cv. Chinese Spring [48]. Since we were mapping transcripts of a tetraploid wheat cultivar, only the sequences from the A and B genome chromosome arms were used as a reference.

A large proportion of the trimmed reads (average 93.4%, Additional file 1: Table S2) mapped within the 139,828 previously defined transcribed genomic loci within this reference (see Methods), suggesting that these loci provide a good representation of the transcribed portion of the wheat genome. However, only 58.5% of these reads mapped to unique locations (Additional file 1: Table S2), most likely due to a combination of the high level of similarity shared by the coding regions of A and B homoeologs (average identity = 97.3%, standard deviation = 1.2%, [49]), and the short length of the reads used in this study (50 bp). Ambiguously mapped reads were excluded from the statistical analyses described below, resulting in an average of 20.4 M uniquely mapped reads per sample.

After excluding ambiguously mapped reads, only 80,168 of the genomic loci showed transcript coverage above the selected threshold for the statistical analyses (>3 reads for at least two biological replicates, within at least one genotype/time point pair, see Methods). 

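The deposited table lists counts for 80168 loci, and each of them has at least 3 reads in at least 2 replicates of at least 1 of the groups. With the threshold read as more than 3 reads, 75375 loci remain, and these are the loci tested in the comparisons described here. The other 4793 loci have more than 3 reads in at most 1 replicate of any group. The mean total over the 36 libraries, summed over all listed loci, is 20379941 counts.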

The complete list of statistical analyses performed for these 80,168 loci is summarized in Additional file 2. Probability values for all four statistical tests are presented in this table so researchers can reanalyze the data using different statistical analyses and levels of stringency for specific sets of genes. Where available, this table also describes the high-confidence protein coding gene corresponding to each genomic locus, derived from the recent annotation of these wheat genomic contigs [48].

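The separation of the genotypes at one time point was measured as the share of the variance among its 12 libraries that lay between genotypes, over the log2 of normalized counts plus 1 of all tested loci. This share was compared with those from every division of the libraries into 3 groups of 4, which average 18.2%. At HD, 20.2% of the variance lay between genotypes, and 817 of the divisions gave a share as large (exact permutation test, one-sided, p = 0.141). At 12 DAA the share was 35.4%, which only 2 divisions reached, the division by genotype included (exact permutation test, one-sided, p = 0.000346). At 22 DAA it was 24.8%, with 324 divisions as large (exact permutation test, one-sided, p = 0.0561). Over the 1000 loci with the highest variance the share was 25.3% at HD (p = 0.0762), 68.4% at 12 DAA (p = 0.000173) and 38.7% at 22 DAA (p = 0.00571, the same exact permutation test). Leaving out replicates moved the test at HD and 22 DAA, since the exact permutation p was 0.0393 at HD and 0.0179 at 22 DAA without replicate 3, 0.582 at HD without replicate 1, and 0.282 at 22 DAA without replicate 4.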

Principal component analysis (PCA) of the uniquely mapped reads at each time point showed limited clustering of the samples according to their genotype at HD (Additional file 1: Figure S4a), very clear groupings at 12 DAA (Additional file 1: Figure S4b), and intermediate clustering at 22 DAA (Additional file 1: Figure S4c). 

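When libraries of the same genotype were divided by time point in the same way, the share of the variance between time points was 44.6% in WT and 40.2% in *gpc-A1*, and no other division gave a share as large (exact permutation test, one-sided, p = 0.000173 for each genotype). In *gpc-A1/gpc-B2* the share was 37.5%, and 6 divisions were as large (exact permutation test, one-sided, p = 0.00104). For pairs of time points in WT, the share was 35.7% for HD and 12 DAA, 42.2% for HD and 22 DAA, and 32.9% for 12 DAA and 22 DAA. In *gpc-A1* the corresponding shares were 25.2%, 42.1% and 28.5%. The order differed from WT there, as the *gpc-A1* libraries of HD lay nearer to those of 12 DAA than the latter did to those of 22 DAA. In *gpc-A1/gpc-B2* they were 29.5%, 42.8% and 16.8%, so the 12 DAA and 22 DAA libraries lay closest to each other in this genotype. The shares of single pairs of time points carry no test of their own.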

The reciprocal analysis, to distinguish samples according to time point within each genotype, showed that in all three genotypes, the HD samples were more clearly separated than the two later time points (Additional file 1: Figure S4, d-f). The clearer separation of both *gpc* mutants from the WT, and of *gpc-A1* from *gpc-A1/gpc-B2* at 12 DAA than at either HD or 22 DAA, suggests that both *GPC1* and *GPC2* genes have a major regulatory role at this early stage of senescence (12 DAA).

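The share of variance between a pair of genotypes can be read in the same way. For WT and *gpc-A1*, it was 16.5% at HD, 27.1% at 12 DAA and 15.6% at 22 DAA. For WT and *gpc-A1/gpc-B2*, it was 14.9%, 37.0% and 27.7% at the 3 time points, and for *gpc-A1* and *gpc-A1/gpc-B2* it was 16.6%, 22.9% and 17.5%. The 12 DAA value was therefore the highest of the 3 in each pair of genotypes, and the WT and double mutant pair had the highest value at both 12 DAA and 22 DAA. These shares depend on the spread between replicates as well as on the distance between groups. The WT libraries of 12 DAA had a biological coefficient of variation, estimated with edgeR, of 0.148, which was the lowest of the 9 groups, against 0.266 in WT at HD and 0.305 in WT at 22 DAA.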

Following mapping, we confirmed the genotype of each sample by analyzing pileups of reads which mapped to the genomic loci corresponding to the *GPC-A1* and *GPC-B2* genes. The expected TILLING mutations (G561A = W114* for *gpc-A1* and G516A = W109* for *gpc-B2*) were confirmed in the expected mutant genotypes and were absent in all WT samples. All *GPC* genes showed a low number of mapped reads at HD, with significant increases at 12 DAA and 22 DAA (Additional file 1: figure S5). 

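*GPC-A2* lies on chromosome arm 2AS, from position 2618 to 5026 of its contig in the IWGSC sequence, and this is the only locus that the gene loci table lists on that contig. Its normalized count in WT was 23.4 ± 3.45 at HD (SD, n = 4), 307.1 ± 34.2 at 12 DAA and 447.2 ± 54.8 at 22 DAA. The log2 fold change was 3.74 between HD and 12 DAA (standard error 0.16, adjusted *P* = 1.5e-06 from edgeR) and 4.26 between HD and 22 DAA (standard error 0.17, adjusted *P* = 1.59e-05), and the locus was DE in both comparisons. Between 12 DAA and 22 DAA the log2 fold change was 0.52 (standard error 0.13), with an adjusted *P* of 0.0399 from edgeR, and the locus was not called. In *gpc-A1* the normalized count rose from 38.9 ± 13.2 to 376.5 ± 119.2 between HD and 12 DAA, a log2 fold change of 3.26 (standard error 0.28, adjusted *P* = 0.000641 from edgeR). In *gpc-A1/gpc-B2* the means at these times were 29.3 ± 11.9 and 491.6 ± 118.7.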

Approximately 3-4-fold more reads mapped to *GPC1* homoeologous genes than to the *GPC2* genes, a pattern which was consistent across all genotypes (Additional file 1: Figure S5).

We detected no significant differences in the expression profiles of *GPC-A1* and *GPC-B2* between WT and *gpc* mutant genotypes suggesting that the mutations in these genes did not affect the stability of the transcribed mRNAs, and that neither GPC-A1 nor GPC-B2 functional proteins exhibit a feedback regulatory mechanism on their own transcription (Additional file 1: Figure S5). However, at 22 DAA, *GPC-A2* expression was significantly lower in WT plants than in either *gpc-A1* (*P* = 0.024) or *gpc-A1/gpc-B2* (*P* = 0.004) mutants, suggesting that there may exist some *GPC*-mediated feedback mechanism on the regulation of *GPC-A2* transcript levels (Additional file 1: Figure S5).

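At 22 DAA, the mean normalized count of *GPC-A2* was 656.9 ± 91.0 in *gpc-A1* (SD, n = 4) and 652.2 ± 20.3 in *gpc-A1/gpc-B2*, which is 1.47 and 1.46 times the WT mean at this time. All 4 WT replicates were below every replicate of either mutant. The two-sided exact permutation test gave p = 0.0286 for each comparison, the smallest value that 4 replicates against 4 allow. In the test across all loci, the log2 fold change was 0.53 for *gpc-A1* over WT (standard error 0.17, adjusted *P* = 0.898 from edgeR) and 0.55 for *gpc-A1/gpc-B2* over WT (standard error 0.14, adjusted *P* = 0.0873 from edgeR), so neither was called DE. DESeq2 gave adjusted *P* values of 0.316 and 0.00397. With each replicate left out in turn, the means of both mutants stayed between 1.37 and 1.55 times WT, and 3 replicates against 3 cannot give an exact p below 0.1.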

### Identification of loci differentially expressed during monocarpic senescence in WT plants

Applying stringent selection criteria (significant according to four different statistical tests, see Methods), we identified 3,888 contigs which were differentially expressed (DE) in at least one pairwise comparison among sampling times in the WT genotype (Figure 3a). 

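With the 4 tests applied to each pair of time points in WT, 3822 loci were DE in at least 1 of the 3 comparisons, and 43 of these were DE in all of them. With DESeq2 alone this number was 11733 and with edgeR alone 4507, and it fell to 542 without replicate 1 and to 887 without replicate 2.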

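Between HD and 22 DAA, 2766 loci were DE in WT, of which 1526 were higher at 22 DAA and 1240 were lower. The share of higher loci was 55.2%. It was 43.1% without replicate 4, so that most were lower, and 67.5% to 77.3% without replicate 1, 2 or 3. Between HD and 12 DAA, the number of DE loci was 1671. Among the DE loci described in the first 782 rows of Additional file 2, the part used here, the largest change between HD and 12 DAA was in a locus on 6AS (contig 4418085, 2826 to 5561) annotated as a sorting protein associated with G-protein coupled receptors, which rose from 1727 ± 227 to 13960 ± 6010 normalized counts (SD, n = 4), a log2 fold change of 3.03 (adjusted *P* = 0.000144 from edgeR). A locus on 4BS (contig 4910205, 5859 to 9427) annotated as Rubisco activase had a log2 fold change of 2.87 (adjusted *P* = 0.000884 from edgeR). A locus on 6AS (contig 4397602, 15266 to 17686) annotated as the NAC transcription factor NAM-B1 had a log2 fold change of 2.67 (adjusted *P* = 3.67e-05 from edgeR). The 6AS sorting protein and the 4BS locus were not called when some of the replicates were left out. Among all loci DE between HD and 12 DAA with at least 50 normalized counts in the higher group, a locus on 1AS (contig 3282156, 1 to 2183) had no reads in any WT library of HD and 291.8 ± 53.6 normalized counts at 12 DAA. This rise is at least 354-fold against a floor of 3 counts over the group. The locus is either on or off in single libraries, and it was on in all 4 WT libraries of 12 DAA, in 1 of the 4 WT libraries of 22 DAA and in no library of the mutants. The largest fall among these loci, where both groups had more than 3 counts, was on 1AL (contig 3888688, 19906 to 21457), with a log2 fold change of -7.03 (standard error 0.66).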

As expected, the comparison between HD and 22 DAA showed the largest number of DE loci (2,471), followed by the comparison between HD and 12 DAA (1703). The comparison between 12 DAA and 22 DAA showed the lowest number of DE loci (1,145, Figure 3a).

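In WT, 504 loci were DE between 12 DAA and 22 DAA. The exact test of earlier edgeR versions combined with the negative binomial test of DESeq, rewritten from its published form, called 1153 loci in this comparison, the quasi-likelihood test alone 557 and DESeq2 alone 5419. At an unadjusted *P* below 0.05, 19503 loci differed by the quasi-likelihood test. Without replicate 1, no locus was DE here, and without replicate 4 the number was 223.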

**Figure 3:**
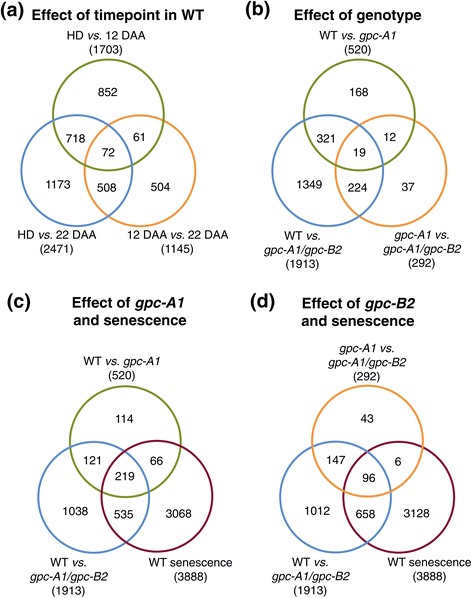
**Overlap of DE genes (a) Between time points in WT samples, (b) Between different** ***GPC*** **genotype comparisons, (c) Between** ***GPC-A1-*** **regulated loci and senescence regulated loci and (d) Between** ***GPC-B2-*** **regulated loci and senescence regulated loci.**

Of the loci which were significantly DE in the WT plants between HD and 12 DAA, a larger proportion were upregulated (76.2%) than were downregulated (23.8%). 

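Of the 1671 loci DE between HD and 12 DAA in WT, 1202 (71.9%) had higher normalized counts at 12 DAA and 469 had lower counts. With each replicate left out in turn, the share of upregulated loci was between 65.8% and 76.8%.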

The reverse was true for loci DE between 12 DAA and 22 DAA, when 30.2% of loci were upregulated and 69.8% were downregulated. This suggests that during the first 12 DAA different mechanisms required to actively prepare the plant for the upcoming senescence are upregulated, which is followed by the shutdown of many biological processes and the downregulation of a large number of genes.

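Of the 504 loci DE between 12 DAA and 22 DAA in WT, 209 (41.5%) were upregulated and 295 were downregulated. The upregulated share was 30.7% with the exact test of edgeR and the test of DESeq, 31.4% with all groups in a single fit, 38.0% with the replicate number as a block and 45.4% with edgeR alone. Most called loci were upregulated by DESeq2 alone (53.4%) and without replicate 2 (62.9%).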

We next determined whether any previously characterized senescence associated genes were also differentially expressed in our dataset. In a wheat microarray study, 165 annotated genes were identified which were differentially expressed during eight stages of senescence, ranging from anthesis to yellowing leaves [40]. We identified the corresponding genes within our dataset using BLAST (*P* ≤ 1e^−5^) and found that 26 (15.8%) were also significantly differentially expressed during senescence in the current study (Additional file 1: Table S3). This relatively low percent is not unexpected since our study covers only the early stages of senescence whereas the previous study covered a more extended period. A second microarray experiment in barley identified a set of genes differentially expressed between NILs divergent for a high-GPC genomic segment at 14 DAA and at 21 DAA [38]. In the leaves, 2,276 genes were upregulated in at least one of these time-points and 1,193 were downregulated. Among the upregulated genes, we identified 100 which were also significantly up-regulated during senescence, and of the down-regulated genes, 96 were also significantly down-regulated within our dataset, which used different statistical stringency criteria. The use of different technologies (microarray vs RNA-seq) and different species may also contribute to the different sets of differentially expressed genes detected in these studies. The genes regulated by senescence in both experiments are listed in Additional file 1: Table S4.

This study in tetraploid wheat supersedes our previous RNA-seq analysis in hexaploid wheat comparing the transcriptomes of WT and transgenic *GPC*-RNAi lines with reduced transcript levels of *GPC1* and *GPC2* at 12 DAA [39]. In the current study, we generated a greater number of reads, studied additional time-points, used targeted knockouts of individual *GPC* genes and had access to a more comprehensive wheat genome mapping reference. Among the differentially expressed genes common to both studies were three genes of biological interest selected for validation in the previous study [39].

### Identification of loci differentially expressed among *GPC* genotypes

We next identified loci which were DE between genotypes. The largest number of DE loci was detected between the WT and the double *gpc-A1/gpc-B2* mutants (1,913 loci), an expected result given that this comparison includes genes regulated by both *GPC-A1* and *GPC-B2* (Figure 3b). 

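Between WT and *gpc-A1/gpc-B2*, 1341 loci were DE in at least 1 of the 3 time points. The number was 2082 with the exact test of edgeR and the test of DESeq, 1623 with edgeR alone and 6074 with DESeq2 alone. It fell to 822 with the replicate number as a block, to 300 without replicate 3 and to 329 without replicate 4. Among the described loci, the largest difference at 12 DAA was in a locus on 1BL (contig 3850705, 3555 to 11790) annotated as an h-type thioredoxin, with 5.88 ± 3.32 normalized counts in WT and 5343 ± 1290 in the double mutant (SD, n = 4), a log2 fold change of 9.79 (standard error 0.35, adjusted *P* = 3.91e-08 from edgeR). This locus is either on or off in single libraries of WT and *gpc-A1*, and it was on in 5 of the 12 WT libraries, in 4 of the 12 *gpc-A1* libraries and in all 12 libraries of the double mutant. A locus on 7BS (contig 3164633, 602 to 5983) annotated as a carboxyl-terminal-processing protease had a log2 fold change of -1.56 in the double mutant (adjusted *P* = 0.00199 from edgeR). A predicted protein on 4AL (contig 7108206, 290 to 2294) had a log2 fold change of -1.36 (adjusted *P* = 0.00305 from edgeR). Neither of the latter was called without replicate 2, 3 or 4, or with all groups in a single fit. The 4AL locus was also not called with the replicate number as a block.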

The comparison between the WT and the single *gpc-A1* mutant, expected to detect mainly *GPC-A1-*regulated genes, showed a much lower number of DE genes (520 loci) than the previous comparison. 

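The comparison between WT and *gpc-A1* gave 343 DE loci over the 3 time points, with 383 by edgeR alone and 1351 by DESeq2 alone. The replicate number as a block gave 444, the single fit of all groups 201, and leaving out a replicate between 139 and 170. The locus with the largest increase in the mutant at 12 DAA, among those DE with at least 50 normalized counts in the higher group and more than 3 counts in both, was on 2BS (contig 5186779, 3433 to 7424). It had 2.04 ± 1.07 normalized counts in WT and 495.9 ± 74.0 in *gpc-A1* (SD, n = 4), a log2 fold change of 7.91 (adjusted *P* = 1.06e-08 from edgeR). This locus too is on or off in single WT libraries, with 3 of 4 on at HD, 0 at 12 DAA and 2 at 22 DAA, while it was on in all 24 libraries of the mutants.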

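Of the 343 loci DE between WT and *gpc-A1*, 202 (58.9%) were also DE between WT and *gpc-A1/gpc-B2* but not between the mutants. They are called loci DE between WT and both mutants below. At 12 DAA, 155 of these 202 loci (76.7%) had higher normalized counts in WT than in the mutants, and the other 47 had lower counts. Leaving out each replicate in turn gave between 65 and 91 such loci.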

A total of 321 of these loci (62%, Figure 3b) were DE in both these comparisons and are designated hereafter as high-confidence *GPC-A1-*regulated genes. 

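Over the 3 time points, 163 loci were DE between *gpc-A1* and *gpc-A1/gpc-B2*. The number was 171 with edgeR alone, 281 with the exact test of edgeR and the test of DESeq, and 470 with DESeq2 alone. With all 9 groups in a single fit, which shares one estimate of the spread, it was 11.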

The third comparison, between the *gpc-A1* and *gpc-A1/gpc-B2* mutant genotypes, expected to detect mainly genes regulated by *GPC-B2*, yielded a lower number of DE loci (292). Most of these loci (224 = 77%, Figure 3b) were also DE in the comparison between the WT and the *gpc-A1/gpc-B2* double mutant and are designated hereafter as high-confidence *GPC-B2-*regulated genes. 

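Of these 163 loci, 146 (89.6%) were also DE between WT and *gpc-A1/gpc-B2* but not between WT and *gpc-A1*. They are called loci DE between the double mutant and the other genotypes below. In WT, 83 of the 146 loci (56.8%) had higher normalized counts at 12 DAA than in the double mutant. The chromosome arm 1BL carried 82 of the 146 loci (56.2%), while 13 lay on 1AL and 9 on 7BS. No locus of the set lay on 2BS, the arm of *GPC-B2*. All 82 loci on 1BL had the same direction at HD and at 22 DAA as at 12 DAA, with a median absolute log2 fold change of 1.48 at HD, 4.87 at 12 DAA and 1.37 at 22 DAA. The loci on other arms were similar, as 63 of the 64 kept their direction at HD and 63 at 22 DAA, with medians of 1.29, 4.05 and 1.29. Of the 146 loci, 21 (14.4%) belong to a group of 60 loci that are on or off in single libraries of the same group. Every library is at 5% or less, or at 25% or more, of the on level of such a locus, which is the median of its libraries with at least 100 normalized counts.

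**Figure D1:**
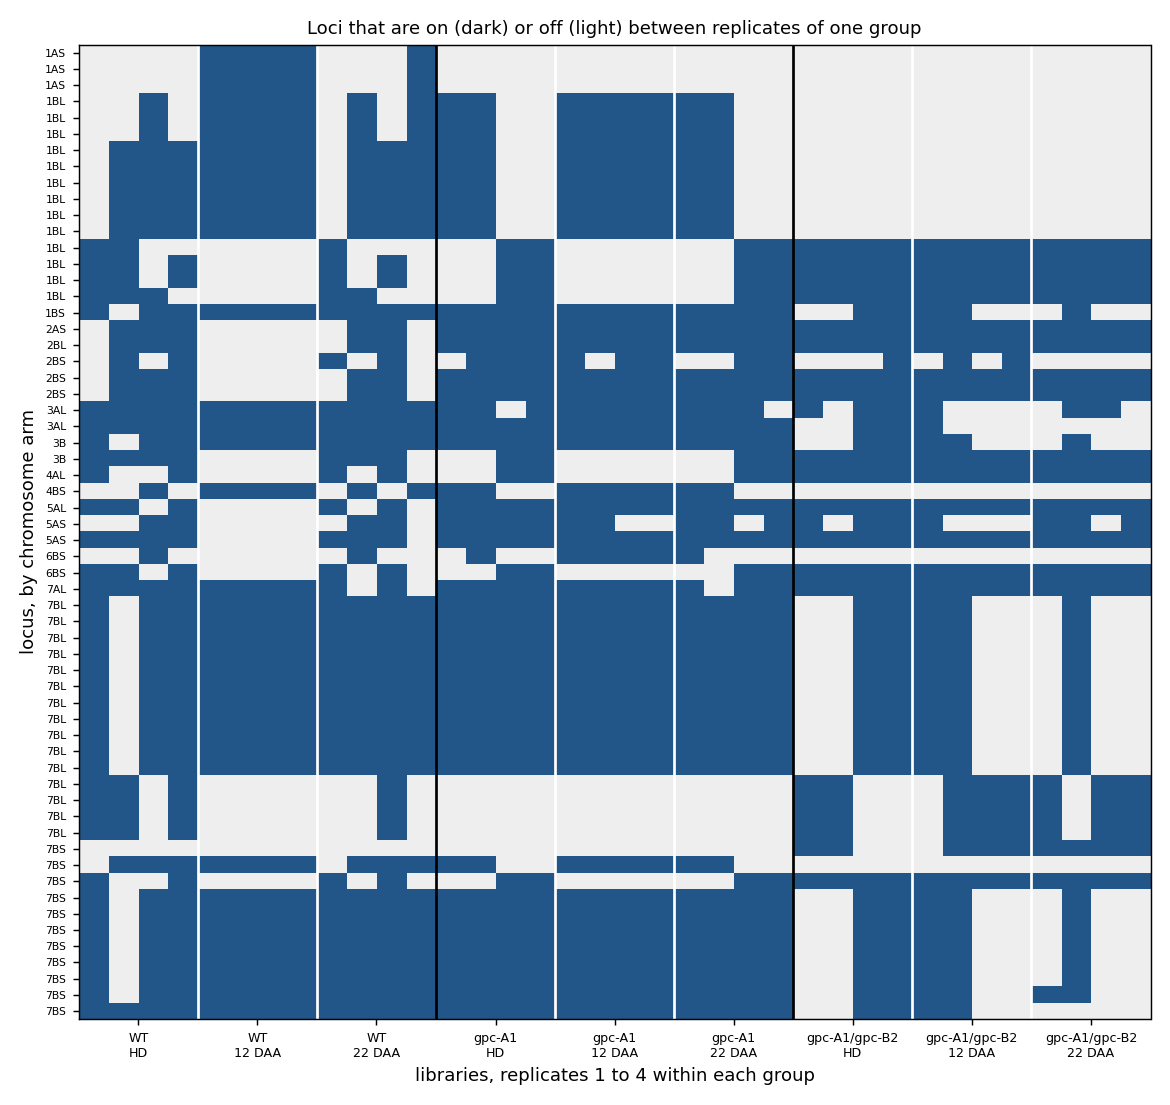
States of the 60 loci (vertical axis, ordered by chromosome arm) in the 36 libraries (horizontal axis, 4 replicates in each of the 9 groups) whose normalized counts are either near 0 or high. The loci on 1BL take the same state in all 12 libraries of *gpc-A1/gpc-B2*, and both states occur among the replicates of WT at HD and at 22 DAA.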

There were 19 loci which were DE in all three comparisons between genotypes, and these likely represent genes redundantly regulated by both *GPC-A1* and *GPC-B2* genes (Figure 3b). Similarly, the 1,349 loci DE only between the WT and double *gpc-A1/gpc-B2* mutants but not in the other two classes (Figure 3b), likely include loci that are redundantly regulated by both genes, but that show significant differences in expression only when mutations in both *GPC* paralogs are combined.

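Only 2 loci were DE in all 3 comparisons between genotypes when the 3 time points were combined. The exact test of edgeR with the test of DESeq gave 16 such loci, and DESeq2 alone gave 44.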

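The loci DE between WT and *gpc-A1/gpc-B2* alone, and not in either of the other comparisons, numbered 991. DESeq2 alone gave 4768 such loci. The replicate number as a block gave 517, and the fits without replicate 3 or 4 gave 171 and 156. Whether the effects of the single steps differ from that of the double mutant at these loci was not tested.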

To determine how these differences between genotypes were distributed in time, we made pairwise comparisons between genotypes within each of the three time points. Since both *GPC1* and *GPC2* expression is relatively low at HD (Additional file 1 : Figure S5), we expected to find a small number of DE loci among *GPC* genotypes at this time point. Indeed, only ten genes were DE between WT and the *gpc-A1* single mutant, only six between WT and the *gpc-A1/gpc-B2* double mutant and 19 between the *gpc-A1* and *gpc-A1/gpc-B2* mutants at HD. 

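At HD, no locus was DE between WT and *gpc-A1*, 1 was DE between WT and *gpc-A1/gpc-B2*, and 1 between *gpc-A1* and *gpc-A1/gpc-B2*. For WT and *gpc-A1*, edgeR alone also called 0 loci and DESeq2 alone called 44, and 5543 loci had an unadjusted *P* below 0.05 by edgeR. For the other pairs, DESeq2 alone called 48 and 45 loci. The exact test of edgeR with the test of DESeq called 8, 6 and 18 loci in the 3 comparisons.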

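The single locus DE at HD between WT and *gpc-A1/gpc-B2* was also the single locus DE between *gpc-A1* and *gpc-A1/gpc-B2*, and no locus was shared between the other pairs of comparisons. With DESeq2 alone, 4 loci were shared by these comparisons with the double mutant and 6 by the comparisons of WT with either mutant.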

Two loci were shared between the WT *vs. gpc-A1/gpc-B2* and *gpc-A1 vs. gpc-A1/gpc-B2* comparisons, suggesting they may potentially be regulated by *GPC-B2* and one gene was common to the WT *vs. gpc-A1* and WT *vs. gpc-A1/gpc-B2* comparisons, suggesting it may be regulated by *GPC-A1.* These results confirm that *GPC* genes have only a marginal effect on the wheat transcriptome at this developmental stage.

By contrast, the number of DE loci between genotypes was much greater at 12 DAA. Of the 520 loci DE between WT and the *gpc-A1* single mutant, 504 (96.9%) were DE at 12 DAA and only six (1.1%) at 22 DAA. Similarly, of the 1,913 loci DE between WT and the *gpc-A1/gpc-B2* double mutant 1,525 (79.7%) were DE at 12 DAA, whereas only 385 (20.1%) were DE at 22 DAA. 

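All 343 loci DE between WT and *gpc-A1* were DE at 12 DAA, and none was called at HD or at 22 DAA. At 22 DAA, edgeR alone called 0 loci, DESeq2 alone called 129, and 4022 loci had an unadjusted *P* below 0.05 by edgeR. The biological coefficient of variation of the libraries compared was 0.200 at 12 DAA and 0.370 at 22 DAA, so that the spread between replicates was larger at the later time. When the change of the genotype difference between 12 DAA and 22 DAA was tested directly, as the interaction of genotype and time, no locus reached an adjusted *P* of 0.01 by edgeR, although 4322 had an unadjusted *P* below 0.05.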

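Between WT and *gpc-A1/gpc-B2*, 1258 loci were DE at 12 DAA and 107 at 22 DAA. With DESeq2 alone, the numbers were 5178 and 1669. Without replicate 3, 274 loci were called at 12 DAA, and without replicate 4 only 4 loci at 22 DAA.

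**Figure D2:**
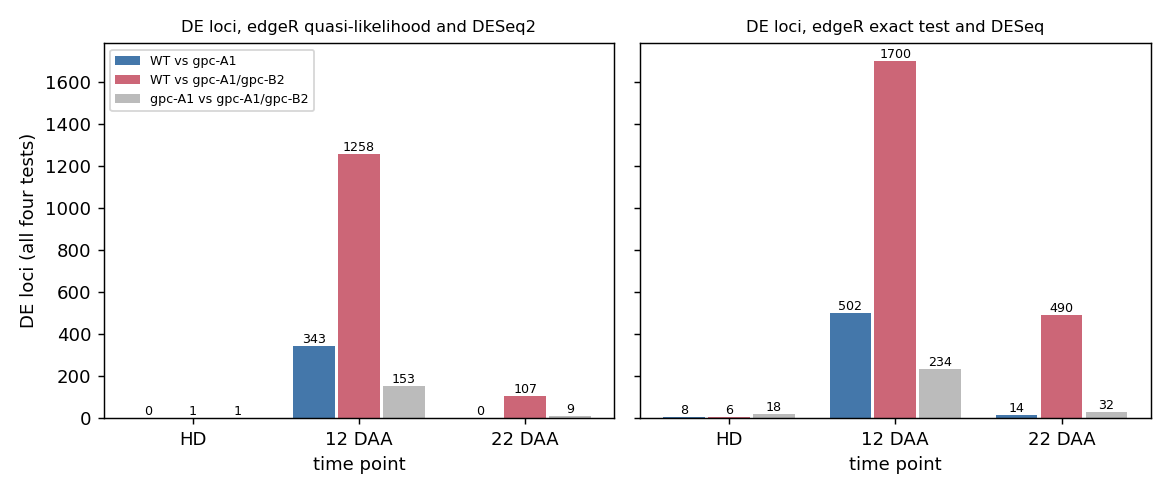
Number of DE loci (bars, from 0) in each comparison between genotypes at HD, 12 DAA and 22 DAA, by the quasi-likelihood test of edgeR with DESeq2 and by the exact test of edgeR with the test of DESeq, each together with the rank test and the methods' t-test. The number is highest at 12 DAA in each of the 3 comparisons under both sets of tests.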

Of the 292 DE genes in the comparison between the *gpc-A1* single mutant and the *gpc-A1/gpc-B2* double mutant, 239 were DE at 12 DAA, whereas only 38 genes were DE at 22 DAA. These results suggest that even though *GPC1* and *GPC2* expression continues to rise between 12 DAA and 22 DAA (Additional file 1 Figure S5), the major effect of both these genes on the regulation of downstream genes occurs at 12 DAA.

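Between *gpc-A1* and *gpc-A1/gpc-B2*, 153 loci were DE at 12 DAA and 9 at 22 DAA. Leaving out each replicate in turn gave between 72 and 126 loci at 12 DAA, and between 0 (without replicate 1) and 41 (without replicate 2) loci at 22 DAA.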

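Over the 3 comparisons between genotypes, 1487 loci were DE at some time point, and 1406 of them were DE at 12 DAA. The spread between replicates changed with time as well, and its share in these counts was not tested. The biological coefficient of variation from edgeR was 0.236 at HD, 0.2 at 12 DAA and 0.37 at 22 DAA for WT and *gpc-A1*, 0.252, 0.217 and 0.275 for WT and *gpc-A1/gpc-B2*, and 0.22, 0.258 and 0.345 between the mutants. From the numbers of DE loci at each time, set against *GPC1* and *GPC2* expression that keeps rising until 22 DAA, the paper proposes that both genes act on downstream genes mainly at 12 DAA.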

We next compared the two sets of high-confidence *GPC*-regulated loci with the senescence-regulated loci. 

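Of the 202 loci DE between WT and both mutants, 132 (65.3%) were also DE between time points in WT, against 5.1% of all tested loci. This overlap shares libraries, as the WT replicates of 12 DAA enter the comparisons with the mutants and those with HD and 22 DAA. Over the 33951 tested loci with a mean of at least 50 normalized counts, the log2 fold change from HD to 12 DAA in WT and the log2 difference between WT and *gpc-A1* at 12 DAA had a correlation of 0.554. Simulated libraries without any difference gave 0.492 when the WT libraries were shared in this way. With different WT replicates of 12 DAA on either side, the correlation in the data was between 0.400 and 0.516. It was computed across loci, which are not independent replicates. Between 53.5% and 86.8% of the loci were DE during senescence when each replicate was left out in turn.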

A broad overlap was detected between *GPC-A1-*regulated and senescence-regulated loci, with 206 of the 321 (64.2%) high-confidence *GPC-A1-*regulated loci also DE during senescence (Figure 3c). By contrast, of the 224 high-confidence *GPC-B2-*regulated loci only 83 (37.1%) were also DE during senescence (Figure 3d). 

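Of the 146 loci DE between *gpc-A1/gpc-B2* and both other genotypes, 36 (24.7%) were also DE during senescence in WT. The difference from the share among the loci DE in *gpc-A1* was larger than sampling of loci would give (Fisher's exact test, two-sided, p = 3.44e-14), though loci are not independent replicates. With all groups in a single fit, only 8 such loci were called, and 4 of them (50.0%) were DE during senescence (Fisher's exact test, p = 0.271). Of the 82 loci on 1BL, 20.7% were DE during senescence, and of the 64 on other arms 29.7%. Without replicate 3, the share among these loci was 57.8%, which was higher than that of the *GPC-A1* set.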

Surprisingly, 81% of the genes upregulated during the first 12 DAA in WT plants (1,054 genes) were no longer significant in the *gpc-A1* mutant. This observation highlights the critical role of *GPC1* in the activation of a large number of genes during the early stages of monocarpic senescence, possibly to prepare the plant for the upcoming senescence.

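Of the 1202 loci upregulated between HD and 12 DAA in WT, 1103 (91.8%) were not DE in the corresponding comparison in *gpc-A1*, which called 219 loci in all. Of these 1103 loci, 1056 (95.7%) also had higher mean counts at 12 DAA than at HD in *gpc-A1*. The median log2 fold change of the 1103 loci was 1.70 in WT and 0.91 in *gpc-A1*, and 656 loci (59.5%) rose in *gpc-A1* by at least 50% of the log2 change in WT. A direct test of the difference between the rises in the genotypes, as the interaction of genotype and time in edgeR, reached an adjusted *P* of 0.01 at 18 of all tested loci and at 8 (0.7%) of the 1103. At an unadjusted *P* below 0.05 there were 4523 loci, and DESeq2 gave 114 loci, of which 36 were among the 1103. The exact test of edgeR with the test of DESeq left 80.9% of the upregulated loci without a call in *gpc-A1*.

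**Figure D3:**
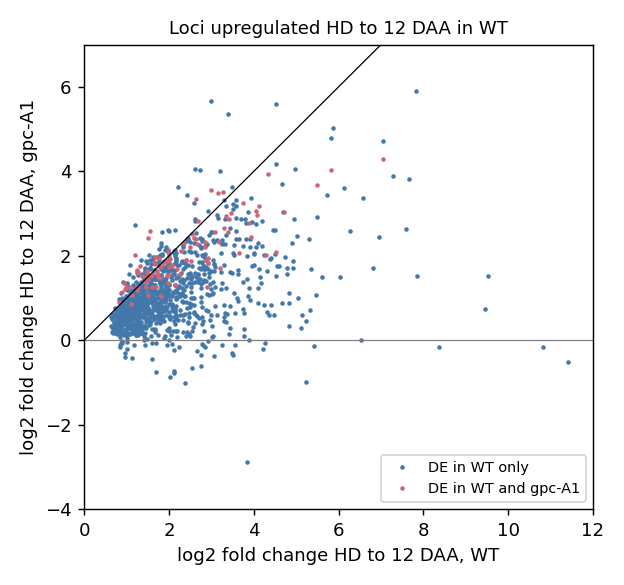
Log2 fold change between HD and 12 DAA of each of the 1202 loci upregulated in WT, in WT (horizontal axis) and in *gpc-A1* (vertical axis). Most loci lie above 0 on the vertical axis and below the line of equal change.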

### Distribution of expression profiles among different genotypic classes

To further analyze the loci DE during senescence, we classified them into eight classes based on their upregulation (Up), downregulation (Down) or absence of significant differences (Flat) between HD and 12 DAA, and between 12 DAA to 22 DAA (Figure 4a). Loci which were not significantly DE in either of these comparisons, but were significantly up or downregulated between HD and 22 DAA were included in the ‘Up-Up’ and ‘Down-Down’ classes, respectively. 

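With the class of each of the 3822 loci taken from the calls between HD and 12 DAA and between 12 DAA and 22 DAA, 6 loci (0.2%) were Up-Down, 23.2% were Up-Up and 30.6% were Up-Flat. An Up-Down locus must pass all 4 tests in both comparisons under this rule. In another rule, chosen after seeing the data, a step that was not called took the direction of its mean counts where this ran against the called step, and stayed Flat where it did not, so that only Up-Down and Down-Up can gain loci. By this rule, 592 loci (15.5%) were Up-Down, 885 (23.2%) Up-Up and 654 (17.1%) Up-Flat.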

When all 3,888 loci DE during senescence in WT plants were considered (Figure 4, a-b) all eight classes were well represented with slightly higher proportions in the three classes that include loci upregulated between HD and 12 DAA (‘Up-Down’: 21.2%, ‘Up-Up’: 20.3% and ‘Up-Flat’: 16.9%). 

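Among the 132 senescence-regulated loci DE between WT and both mutants, the called changes gave 0 Up-Down loci and 115 Up-Flat loci (87.1%). With the rule that uses directions of means, which was chosen after seeing the data, 77 of the 132 loci (58.3%) were Up-Down. Among the 36 senescence-regulated loci DE between the double mutant and the other genotypes, 1 (2.8%) was Up-Down by the called changes, and 13 (36.1%) by the directions of means.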

A different picture emerged when, among the loci DE during senescence, we considered only the high-confidence *GPC-A1* (219) and *GPC-B2* (96) regulated genes*.* In both cases the ‘Up-Down’ class was dominant, representing 63.5% and 62.5% of the DE loci, respectively (Figure 4, c and d). However, a difference between these two groups was evident in the second most abundant class; ‘Up-Flat’ in the high-confidence *GPC-A1-*regulated genes (24.7%), and ‘Down-Up’ in the high-confidence *GPC-B2-*regulated genes (26.0%, Figure 4, c and d). 

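By the directions of means, the second largest class among the 132 loci was Up-Flat with 39 loci (29.5%), followed by Down-Up with 13 (9.8%). Among the 36 loci DE between the double mutant and the other genotypes, Down-Up was the largest class with 21 loci (58.3%). By the called changes, the largest class of these 36 loci was Down-Flat with 22 loci (61.1%), and Up-Flat held 12 (33.3%). No locus of either set was Down-Up by the called changes.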

In both groups, the remaining six classes represented less than 12% of the DE loci. These data indicate that while both genes have their greatest effect at 12 DAA, a partial differentiation exists of the loci and processes regulated by the *GPC-A1* and *GPC-B2* genes.

**Figure 4:**
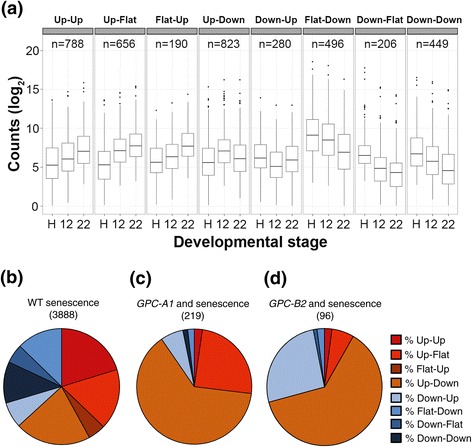
**Expression profiles during senescence. (a)** Boxplot of log_2_ normalized counts for WT samples over three time points during senescence, separated according to their expression profiles in 8 classes. Classes were defined based on the existence of significant (‘Up’ and ‘Down’) or non-significant differences (‘Flat’) between time point comparisons. **(b-d)** Proportion of expression classes among loci DE during senescence in **(b)** WT (3888 loci), **(c)** high-confidence *GPC-A1-*regulated loci (219 loci) and **(d)** high-confidence *GPC-B2-*regulated loci (96 loci). Loci included in C and D are based on the intersections of the three classes shown in Figure 3, c and d. H = Heading Date, 12 = 12 days after anthesis, 22 = 22 days after anthesis.

### Gene ontology analysis

We next used BLAST2GO to generate ‘Biological Process’ Gene Ontology (GO) terms for each locus to compare the proportions of different functional categories between loci up- and downregulated during senescence in WT and between high-confidence *GPC-A1-* and *GPC-B2-*regulated loci (Table 1). To simplify the description of these functional analyses, we first combined the eight functional categories from Figure 4a into four: upregulated loci (combining ‘Up-Up’, ‘Up-Flat’ and ‘Flat-Up’ categories), downregulated loci (combining ‘Down-Down’, ‘Down-Flat’ and ‘Flat-Down’ categories), ‘Up-Down’, and ‘Down-Up’.

**Table 1:** **Top significantly enriched ‘Biological Process’ GO terms among upregulated and downregulated genes during monocarpic senescence in wheat and in the 316 high-confidence** ***GPC-A1-*** **and 224** ***GPC-B2-*** **regulated genes**

	**Accession**	**Ontology**	**Annotated**	**Significant**	**Expected**	***P***
**Upregulated**	GO:0055114	Oxidation-reduction process	3168	171	87.5	2.60E-18
	GO:0055085	Transmembrane transport	1622	90	44.8	2.20E-10
	GO:0071577	Zinc ion transmembrane transport	20	8	0.55	3.10E-08
	GO:0034220	Ion transmembrane transport	369	31	10.19	4.90E-08
	GO:0006829	Zinc ion transport	24	8	0.66	1.60E-07
	GO:0043562	Cellular response to nitrogen levels	14	6	0.39	1.10E-06
	GO:0009064	Glutamine family amino acid metabolic process	65	11	1.8	1.50E-06
	GO:0006787	Porphyrin-containing compound catabolic process	76	11	2.1	7.40E-06
	GO:0033015	Tetrapyrrole catabolic process	76	11	2.1	7.40E-06
	GO:0051187	Cofactor catabolic process	76	11	2.1	7.40E-06
**Downregulated**	GO:0015979	Photosynthesis	502	123	11.06	<1e-30
	GO:0009765	Photosynthesis, light harvesting	76	47	1.67	<1e-30
	GO:0019684	Photosynthesis, light reaction	340	69	7.49	<1e-30
	GO:0006091	Generation of precursor metabolites and energy	774	78	17.06	1.70E-29
	GO:0033014	Tetrapyrrole biosynthetic process	183	30	4.03	9.60E-18
	GO:0015977	Carbon fixation	45	17	0.99	3.40E-17
	GO:0006779	Porphyrin-containing compound biosynthetic process	161	27	3.55	2.30E-16
	GO:0015995	Chlorophyll biosynthetic process	122	23	2.69	2.80E-15
	GO:0033013	Tetrapyrrole metabolic process	262	31	5.77	3.20E-14
	GO:0055114	Oxidation-reduction process	3168	134	69.81	5.50E-14
***GPC1-*** **regulated**	GO:0005385	Zinc ion transmembrane transporter activity	29	13	0.14	2.00E-23
	GO:0046915	Transition metal ion transmembrane transmembrane activity	68	13	0.32	7.80E-18
	GO:0072509	Divalent inorganic cation transmembrane activity	95	13	0.44	7.80E-16
	GO:0046873	Metal ion transmembrane transporter activity	317	15	1.48	3.00E-11
	GO:0022890	Inorganic cation transmembrane transport activity	472	15	2.21	7.20E-09
	GO:0022891	Substrate-specific transmembrane transport	1016	20	4.76	6.60E-08
	GO:0015075	Ion transmembrane transporter activity	911	18	4.26	3.00E-07
	GO:0022892	Substrate-specific transporter activity	1132	20	5.3	3.70E-07
	GO:0008324	Cation transmembrane transporter activity	647	15	3.03	4.30E-07
	GO:0005215	Transporter activity	1989	26	9.31	1.90E-06
***GPC2-*** **regulated**	GO:0009834	Secondary cell wall biogenesis	17	2	0.03	0.00041
	GO:0009832	Plant-type cell wall biogenesis	52	2	0.09	0.00382
	GO:0007017	Microtubule-based process	379	4	0.67	0.00446
	GO:0006812	Cation transport	948	6	1.67	0.00623
	GO:0071669	Plant-type cell wall organization or biogenesis	69	2	0.12	0.00664
	GO:0006811	Ion transport	1285	7	2.27	0.00701
	GO:0007029	Endoplasmic reticulum organization	5	1	0.01	0.00879
	GO:0015801	Aromatic amino acid transport	5	1	0.01	0.00879

Among loci upregulated during senescence, we observed enrichment in transport functions and catabolism of photosynthetic proteins. Four of the top five most significantly enriched GO terms included those related to transmembrane transporter function (Table 1). By contrast, loci downregulated during senescence were enriched in functions related to biosynthetic processes, especially photosynthesis (Table 1). These results, together with the previous observation that upregulated loci were more abundant between WT and 12 DAA (76.2%) and downregulated loci were more abundant between 12 and 22 DAA (69.8%), are indicative of the early activation of catabolic enzymes and transport systems followed by the downregulation of growth promoting processes in the leaves during these two early stages of senescence.

GO term analysis among the 321 high-confidence *GPC-A1-*regulated genes showed a significant enrichment of categories similar to the patterns observed for loci upregulated during senescence, with the ten most significantly enriched terms all relating to transporter activity (Table 1). Although transporter functions were also enriched among the 224 high-confidence *GPC-B2-*regulated genes, several unrelated terms were also enriched in this class but not in the *GPC-A1-*regulated class, including genes with putative roles in cell wall biogenesis and microtubule organization.

The closer similarity in GO term enrichment between senescence-regulated loci and *GPC-A1-*regulated genes than with *GPC-B2-*regulated genes is consistent with the greater overlap between senescence-regulated and *GPC-*regulated loci (64.2% overlap for *GPC-A1 vs.* 37.1% overlap for *GPC-B2*, Figure 3, c and d) and with the relatively stronger effect of the *gpc-A1* mutation on senescence and nutrient transport relative to the *gpc-B2* mutation (Figure 1, a-d). Taken together, these results suggest that *GPC-A1* plays a more important role than *GPC-B2* in the regulation of genes controlling the early stages of monocarpic senescence in wheat.

### Identification and expression analysis of wheat transporter genes

To categorize the wheat transporters upregulated during senescence and to determine the role of *GPC1* in their regulation, we identified specific wheat homologues of Fe and Zn transporters previously characterized in other plant species and determined their expression profiles both among different time points during senescence and between *GPC* genotypes.

#### Chloroplastic transporters

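*TaFRO1* was matched to a locus on 2AL and a locus on 2BL. The 2AL locus had a mean normalized count of 40150 ± 13580 at HD in WT (SD, n = 4), 22890 ± 4449 at 12 DAA and 16510 ± 3214 at 22 DAA. The 2BL locus had 48910 ± 16650, 30270 ± 4387 and 13840 ± 5088 at these times. Between HD and 22 DAA, the log2 fold change was -1.28 on 2AL (standard error 0.31, adjusted *P* = 0.0225 from edgeR) and -1.82 on 2BL (standard error 0.36, adjusted *P* = 0.0105 from edgeR), and neither locus passed all 4 tests. The 2BL locus was called with DESeq2 alone, with all groups in a single fit, with the exact test of edgeR and the test of DESeq, with the replicate number as a block (log2 fold change -1.82) and without replicate 4 (-1.86). The 2AL locus was called with DESeq2 alone and without replicate 4. The loci of the Zn and Fe transporter genes were found by comparing normalized counts with the values of Table 2, so these counts follow the table by construction, while the tests between groups were run on the deposited counts. *TaFRO2*, with values below 50 in that table, was not analysed here.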

Among genes previously known to be involved in the reduction-based import of Fe into the chloroplasts, we identified two *FRO* genes in *Triticum aestivum* (*Ta*), one of which, *TaFRO1*, was highly expressed at HD and significantly downregulated during senescence in WT plants (Table 2). By comparison, *TaFRO2* expression was lower, and although its expression also fell during senescence, differences between time points were not significant. 

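The *TaFRO1* locus on 2AL had at 12 DAA a log2 fold change of 0.09 in *gpc-A1* over WT (adjusted *P* = 0.909 from edgeR) and -0.32 in *gpc-A1/gpc-B2* over WT (adjusted *P* = 0.588). On 2BL the values were -0.06 (adjusted *P* = 0.942 from edgeR) and -0.63 (adjusted *P* = 0.326). At 22 DAA the 4 differences lay between -0.43 and -0.11, and none was called.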

Neither gene was significantly DE among genotypes.

**Table 2:** **Wheat transporters and their expression during senescence**

**Transporter**				WT counts*			Differential expression**		
**Rice**	**Wheat**	**Chromosome**	**IWGSC ID**	**HD**	**12D**	**22D**	**Senescence**	***gpc-A1***	***gpc-A1/B2***
**Chloroplastic transporters**									
*OsFRO1*	*TaFRO1*	2AL	Traes_2AL_2A274FDB8	40,148	22,892	16,515			
		2BL	Traes_2BL_C7CDCB39A	48,913	30,272	13,838	⬇		
*OsFRO2*	*TaFRO2*	2AL	Traes_2AL_7E818894E	3	1	6			
		2BL	Traes_2BL_E11AA2D03	49	8	9			
*OsHMA1*	*TaHMA1*	7AL	Traes_7AL_84D5BAE85	1,143	1,256	1,249			
		7BL	Traes_7BL_041308E74	674	614	600			
	*TaHMA1-like*	5AL	Traes_5AL_C89EEBE50	1	2	1			
		5BL*‡*	Traes_5BL_F83C809F0	74	78	116			
*OsHMA2*	*TaHMA2*	7AL	Traes_7AL_8304348B7	125	328	1,079	⬆		
		7BL	Traes_7BL_C46BC291C/ Traes_7BL_8C24C1025	185	356	1,205	⬆		
	*TaHMA2-like*	7AL	Traes_7AL_6AE850114	13	75	188	⬆	⬆	⬆
		7BL	Traes_7BL_0CF58CF4E	2	13	17	⬆		
*OsHMA3*	*TaHMA3*	5BL	Traes_5BL_D6C3DC326	-	-	-			
**Vacuolar transporters**									
*OsVIT1*	*TaVIT1*	2AL	Traes_2AL_A3A25F40E	59	44	36			
		2BL	Traes_2BL_54954138A	74	61	54			
*OsVIT2*	*TaVIT2*	5BL	Traes_5BL_7CE3EDE29	1,938	566	450			
*OsNRAMP1*	*TaNRAMP1*	7AL	Traes_7AL_76159C6DA	-	-	-			
		7BL	Traes_7BL_03741F576	3	6	1			
*OsNRAMP2*	*TaNRAMP2*	4AS	Traes_4AS_BBF51CA2E	437	927	3,607	⬆		
		4BL	Traes_4BL_C6A3F5C8A	637	743	2,252			
*OsNRAMP3*	*TaNRAMP3*	7AL	Traes_7AL_08B2A7BB2	640	704	469			
		7BL	Traes_7BL_CA6B7C9E6	551	571	352			
*OsNRAMP4*	*TaNRAMP4*	6AS	Traes_6AS_B9B4AD633	1	1	1			
		6BS	N/A	3	5	5			
*OsNRAMP5*	*TaNRAMP5*	4AS	Traes_4AS_5D4904831	6	2	2			
		4BL	Traes_4BL_04B01EA0C/ Traes_4BL_CFD804098	4	2	2			
None	*TaNRAMP6*	3AS	Traes_3AS_538630B00	-	-	-			
		3B	Traes_3B_73F0469A5	10	9	19			
*OsNRAMP7*	*TaNRAMP7*	5AS	Traes_5AS_213BE4D84	215	176	151			
		5BS	Traes_5BS_DE1CD2DA4	127	88	103			
None	*TaNRAMP8*	4AL	Traes_4AL_2E796609C	-	-	-			
		4BS	Traes_4BS_9337E9B2F	-	-	-			
*OsZIFL1*	*TaZIFL1*	3AS	Traes_3AS_C25151458	378	73	19	⬇		
		3B	Traes_3B_BD45F6269/ Traes_3B_45F864939	249	45	5	⬇		
*OsZIFL1*	*TaZIFL1-like1*	3AS	Traes_3AS_02DE247DA	125	136	84			
		3B	Traes_3B_92383792E/ Traes_3B_B76607C0E	70	76	59			
*OsZIFL2*	*TaZIFL2*	5BL	Traes_5BL_A0B9DE62E	1	2	2			
*OsZIFL2*	*TaZIFL2-like1*	3AS	Traes_3AS_E59FB52EC	8	31	32	⬆		
		3B	Traes_3B_EDFDD5A12	167	305	383			
None	*TaZIFL3*	4AL	Traes_4AL_4231650FC/ Traes_4AL_470869233	183	218	171			
		4BS	Traes_4BS_1DCF82CB7	525	1,019	743	⬆		
None	*TaZIFL7*	5AL	Traes_5AL_37BFFFD9E	397	392	249		⬆	⬆
		5BL	Traes_5BL_6E4AE0146	130	108	48			
None	*TaZIFL8*	4AL	Traes_4AL_5C7A4DA54	21	19	13			
		4BS	Traes_4BS_44732F50F	141	112	160			
None	*TaZIFL9*	5AL	Traes_5AL_0599F7BC5	-	-	-			
		5BL	N/A	-	-	-			
**Plasma membrane transporters**									
*OsYSL1*	*TaYSL1*	3AS	Traes_3AS_FB4110335	10	7	8			
		3B	Traes_3B_17BC3E1E2	1	1	1			
*OsYSL2*	*TaYSL2*	6AL	Traes_6AL_850660AC3	56	35	53			
		6BL	Traes_6BL_3DD0BA741	51	61	62			
*OsYSL6*	*TaYSL6*	2AL	Traes_2AL_7B0F93F84	364	526	986	⬆		
		2BL	Traes_2BL_0CBCC13AD	68	101	203			
*OsYSL9*	*TaYSL9*	2AL	Traes_2AL_CFCA01C76	725	995	1,517	⬆		
		2BL	N/A	15	18	28			
*OsYSL10*	*TaYSL10*	6AL	Traes_6AL_5642D5B44	42	46	35			
*OsYSL11*	*TaYSL11*	2AL	Traes_2AL_377C8CDEA	0	0	0			
		2BL	Traes_2BL_68E0CA743	3	5	3			
*OsYSL12*	*TaYSL12*	2AL*‡*	Traes_2AL_CC6133527	554	701	1,389			
		2BL	Traes_2BL_2BE05F104	437	563	454			⬇
*OsYSL13*	*TaYSL13*	2AL	Traes_2AL_F707FF2C3.3	14	20	75			
		2BL	Traes_2BL_A14EA5AE4	1	1	3			
	*TaYSL13-like*	2BL	Traes_2BL_A14EA5AE4	7	19	85			
*OsYSL14*	*TaYSL14*	6AL	Traes_6AL_7FB45D4DE	814	894	733			
		6BL	Traes_6BL_7FFC46B84	500	628	493			
*OsYSL15*	*TaYSL15*	6AL	Traes_6AL_E36FCEF64	523	486	969			
		6BL	Traes_6BL_D65EC1432	88	95	199			
	*TaYSL15-like*	1AL	Traes_1AL_C6A0E255E	4	7	9			
		1BL	Traes_1BL_CA93E6359	2	2	2			
*OsYSL16*	*TaYSL16*	2BL	Traes_2BL_4A1181B731	2,736	2,361	2,011			
*None*	*TaYSL18*	2AL	Traes_2AL_2F91AF932	225	144	84	⬇		
		2BL	Traes_2BL_6C5206B6D	531	499	510			
*OsIRT1*	*TaIRT-like1*	4AL	Traes_4AL_9D79BE8FB	5	7	10			
		4BS	Traes_4BS_6527BBD54	8	6	7			
*OsIRT2*	*TaIRT-like 2*	4AL	Traes_4AL_9F6B106F3	9	21	30			⬆
*OsZIP10*	*TaZIP10*	7AL	Traes_7AL_A13A246B4	333	596	531		⬆	⬆
		7BL	Traes_7BL_E5CFC3DCE/ Traes_7BL_5C965DB64	267	531	482		⬆	⬆
*OsZIP10*	*TaZIP10-like1*	7AL	Traes_7AL_F1D611563/ Traes_7AL_893DEB3EB	7	229	279	⬆	⬆	⬆
		7BL	Traes_7BL_12C63350C	5	654	647	⬆	⬆	⬆
*OsZIP8*	*TaZIP13-like1*	6BS	Traes_6BS_7D630200B	2	2	2			
	*TaZIP13-like2*	2AS	Traes_2AS_4CA7607E5	277	4,469	3,207	⬆	⬆	⬆
		2BS	Traes_2BS_9D8F265EC	79	916	787	⬆	⬆	⬆
	*TaZIP13-like3*	2AL	Traes_2AL_BE05B34FF	125	129	135			
		2BL	Traes_2BL_A1BCBD2BE	102	1,613	1,466	⬆	⬆	⬆
*OsZIP1*	*TaZIP1†*	3AL	Traes_3AL_DC3D5F65E	2	1	4			
		3B	Traes_3B_3C18D89F8	3	4	8			
*OsZIP2*	*TaZIP2†*	5BL	N/A	17	9	9			
*OsZIP2*	*TaZIP2-like*	6AS	Traes_6AS_75C6428051	-	-	-			
		6BS	N/A	73	65	34			
*OsZIP3*	*TaZIP3†*	2AL	Traes_2AL_3983FD077	21	115	138	⬆	⬆	⬆
		2BL	Traes_2BL_23F1C8743	61	130	291		⬆	⬆
*OsZIP5*	*TaZIP5*	4AS	Traes_4AS_F5F7D2A8D	0	1	3			
		4BL	Traes_4BL_68691F1FC	10	76	176		⬆	⬆
*OsZIP6*	*TaZIP6†*	1AS	Traes_1AS_A6EF18CC1	527	488	439			
		1BS	Traes_1BS_B734EDEA7	413	532	478			
*OsZIP7*	*TaZIP7†*	1AS	Traes_1AS_EC8891094/ Traes_1AS_50323685E	216	606	880	⬆	⬆	⬆
		1BS	Traes_1BS_D68F0BED6	317	1,194	1,566	⬆	⬆	⬆
*OsZIP11*	*TaZIP11*	1AS	Traes_1AS_7DC2CB902	378	357	519			
		1BS	N/A	193	186	281			
*OsZIP13*	*TaZIP15*	6AS	Traes_6AS_4E1D574BC	322	354	332			
		6BS	Traes_6BS_147BF2D07	726	678	513			
*OsZIP14*	*TaZIP14†*	3AS	Traes_3AS_F46E02204/ Traes_3AS_15A221AD0	97	77	103			
		3B	Traes_3B_B7D3B69FD	229	192	213			
*OsZIP16*	*TaZIP16*	7AL	Traes_7AL_DFE86911E	15	14	9			
		7BL	Traes_7BL_2637B2942/ Traes_7BL_EB231D8FF	12	13	6			
**PS biosynthesis genes**									
*OsNAS1*	*TaNAS1*	2AS	Traes_2AS_D50EEDA84	2	5	4			
		2BS	N/A	121	117	117			
*OsNAS3*	*TaNAS3*	2AS	Traes_2AS_DEDC612AE/ Traes_2AS_452FED53F	2,056	2,694	4,495			⬆
		2BS	Traes_2BS_CB79BAFB1	5,362	5,109	7,789			⬆
*OsNAAT1*	*TaNAAT1*	1AL	Traes_1AL_9D6B86169	47	88	102		⬆	⬆
*OsNAAT1*	*TaNAAT2*	1AL	Traes_1AL_BCD7C5B8B	127	280	269	⬆	⬆	⬆
		1BL	Traes_1BL_D8276D3DB	188	453	602		⬆	⬆
*OsDMAS1*	*TaDMAS1*	4AS	Traes_4AS_887399584	27	26	17			
		4BL	N/A	1222	883	1134			

† Source: Tiong et al. [21]. All *NRAMP* genes from Borrill et al. [7]. *TaDMAS* from Bashir et al. [26]. *‡* Predicted non-functional protein.

*Counts are normalized values of reads uniquely mapped to the genomic loci corresponding to each wheat transporter gene. **Arrows indicate whether the gene was significantly upregulated (⬆) or downregulated (⬇) during senescence in WT plants or in WT *vs. gpc-A1* or WT *vs. gpc-A1/gpc-B2* comparisons (⬆ = significantly higher in WT).

Among genes previously known to promote the export of nutrients from the chloroplast to the cytoplasm, we identified five *T. aestivum* members of the Zn/Co/Cd/Pb-transporting class of *HMA* genes (see phylogeny in Additional file 1: Figure S6). Two of these genes, *TaHMA2* and *TaHMA2-like*, which showed the highest similarity to *OsHMA2* (Additional file 1: Figure S6), were significantly upregulated during senescence, both showing >6-fold increases in expression between HD and 22 DAA (Table 2). Furthermore, *TaHMA2-like* expression was significantly reduced in both *gpc* mutants, implicating a role for *GPC* in its regulation. 

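The *TaHMA2* locus on 7AL (contig 4557170, 1989 to 6002) rose from 125.2 ± 46.5 normalized counts at HD in WT (SD, n = 4) to 328.0 ± 93.7 at 12 DAA and 1079 ± 139 at 22 DAA. Its log2 fold change between HD and 22 DAA was 3.10 (standard error 0.25, adjusted *P* = 0.000155 from edgeR). The *TaHMA2* locus on 7BL (contig 6716319, 315 to 2193) rose from 185.1 ± 83.4 to 355.7 ± 75.4 and 1205 ± 291, with a log2 fold change of 2.69 (standard error 0.32, adjusted *P* = 9e-04 from edgeR). The *TaHMA2-like* locus on 7AL (contig 4381790, 1 to 1789) had 13.4 ± 9.84, 75.0 ± 22.0 and 187.9 ± 57.3 normalized counts at the 3 times, with a log2 fold change of 3.79 between HD and 22 DAA (standard error 0.44, adjusted *P* = 0.00083 from edgeR). All 3 loci passed the 4 tests. With replicate 1 left out, the loci on 7BL and of *TaHMA2-like* were not called, and with replicate 2 left out, that of *TaHMA2-like* was not called either.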

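The mean normalized count of *TaHMA2-like* at 12 DAA was 33.9 ± 26.5 in *gpc-A1* (SD, n = 4) and 28.3 ± 8.26 in *gpc-A1/gpc-B2*. The log2 fold change over WT was -1.40 in the double mutant (standard error 0.26, adjusted *P* = 0.00942 from edgeR), which was called DE. This call was lost with the replicate number as a block (-1.42), with all groups in a single fit (-1.41), with a stricter filter chosen after seeing the data, and without any one of the replicates (-1.59 to -1.23). In *gpc-A1* the log2 fold change was -1.10 (standard error 0.39, adjusted *P* = 0.221 from edgeR), and this difference was not called under any of the alternatives tried. At 22 DAA the log2 fold change was -2.45 in the double mutant (adjusted *P* = 0.0115 from edgeR), the adjusted *P* in *gpc-A1* was 0.581, and neither difference was called. The 22 DAA difference of the double mutant was called with the replicate block (-2.51), the single fit, DESeq2 alone, and the exact test of edgeR with the test of DESeq.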

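The *TaHMA1* loci on 7AL and 7BL had mean normalized counts of 1143 ± 106 and 674.0 ± 66.6 at HD in WT (SD, n = 4), and 1249 ± 124 and 600.1 ± 61.2 at 22 DAA. Their log2 fold changes between these times were 0.13 (adjusted *P* = 0.592 from edgeR) and -0.17 (adjusted *P* = 0.462). The locus of *TaHMA1-like* on 5BL had a log2 fold change of 0.63 (standard error 0.21, adjusted *P* = 0.07 from edgeR). None of these 3 loci was DE during senescence.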

Two other genes, *TaHMA1* and *TaHMA-like1* which are both similar to *OsHMA1* (Additional file 1: Figure S6), were not DE during senescence and a third, *TaHMA3*, was not detected at any time point in this study.

#### Vacuolar transporters

Two *VIT* transporters, which promote Fe and Zn import in to the vacuole, were previously characterized in rice [13]. Both of the corresponding wheat homologues of these genes were downregulated ~4-fold during senescence, but these differences were not significant according to our stringent differential expression criteria (Table 2). Furthermore, neither gene was DE in either of the *gpc* mutant genotypes (Table 2).

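The *TaVIT1* locus on 2AL had 59.0 ± 19.2 normalized counts at HD in WT (SD, n = 4), 44.0 ± 8.38 at 12 DAA and 36.3 ± 5.74 at 22 DAA, so that HD was 1.63 times 22 DAA. The locus on 2BL had 74.2 ± 22.7, 61.2 ± 10.4 and 54.1 ± 3.66, and HD was 1.37 times 22 DAA. The *TaVIT2* locus on 5BL fell from 1938 ± 1874 to 566.4 ± 576.2 and 450.4 ± 336.7, with an SD nearly as large as the mean at HD. The log2 fold changes between HD and 22 DAA were -0.69 on 2AL (adjusted *P* = 0.104 from edgeR), -0.45 on 2BL (adjusted *P* = 0.224) and -2.11 for *TaVIT2* (adjusted *P* = 0.125), none of them DE.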

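The log2 fold change of *TaVIT1* at 12 DAA in *gpc-A1* over WT was 0.10 on 2AL and 0.02 on 2BL, and in *gpc-A1/gpc-B2* over WT it was -0.35 and -0.38, with adjusted *P* values of 0.402 and 0.224 from edgeR. For *TaVIT2* the values were -0.59 (adjusted *P* = 0.702 from edgeR) and -0.69 (adjusted *P* = 0.504). At 22 DAA, *TaVIT2* was lower in both mutants, with log2 fold changes of -1.33 and -1.37, but the adjusted *P* values from edgeR were 0.898 and 0.153.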

Eight wheat *ZIFL* genes, thought to promote vacuolar sequestration of Zn [14], were identified and annotated in this study (see phylogeny in Additional file 1: Figure S7). Two *TaZIFL* genes (*TaZIFL2* and *TaZIFL9*) were expressed at negligible levels in all time points included in this study and were excluded from further analyses (Table 2). Among the six *TaZIFL* genes which showed higher levels of expression during senescence, *TaZIFL2-like1* and *TaZIFL3* were significantly upregulated during senescence while *TaZIFL1* was significantly downregulated. 

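The *TaZIFL1* loci on 3AS and 3B had log2 fold changes of -4.31 (standard error 0.39, adjusted *P* = 0.000279 from edgeR) and -5.71 (standard error 0.44, adjusted *P* = 0.000121) between HD and 22 DAA in WT. The *TaZIFL2-like1* locus on 3B had a log2 fold change of 1.20 between these times (standard error 0.17, adjusted *P* = 0.00205 from edgeR). The *TaZIFL3* locus on 4BS rose between HD and 12 DAA, with a log2 fold change of 0.98 (standard error 0.15, adjusted *P* = 0.00294 from edgeR), while its homoeolog on 4AL had a log2 fold change of 0.27 (standard error 0.16, adjusted *P* = 0.383 from edgeR). Without replicate 1 or without replicate 2, neither *TaZIFL1* nor *TaZIFL3* was called. *TaZIFL2-like1* on 3B was not called without replicate 1, 2 or 3, and *TaZIFL1* was also not called without replicate 4.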

Interestingly, although it was not upregulated during senescence, *TaZIFL7* expression was significantly higher in WT plants than in both *gpc* mutants (Table 2).

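The *TaZIFL7* locus on 5AL had 392.4 ± 66.4 normalized counts at 12 DAA in WT (SD, n = 4), 195.6 ± 34.4 in *gpc-A1* and 190.3 ± 37.8 in *gpc-A1/gpc-B2*. The adjusted *P* from edgeR was 0.00865 in *gpc-A1*, and the log2 fold change over WT in the double mutant was -1.04 (standard error 0.17, adjusted *P* = 0.00507). The call in the double mutant was lost with the replicate number as a block (log2 fold change -1.04), and that in *gpc-A1* with all groups in a single fit and with a stricter filter chosen after seeing the data. Neither difference was called with 3 replicates against 3, whichever replicate was left out. The homoeolog on 5BL had log2 fold changes of -0.49 and -0.91, with adjusted *P* values of 0.364 and 0.0823 from edgeR.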

Among the genes known to promote Fe export from the vacuole to the cytoplasm, eight *NRAMP* genes were recently described in wheat [7]. Five of these genes showed very low levels of expression in flag leaves during the time points included in our study, suggesting that they may play more important roles during other developmental stages or in other tissues. 

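The *TaNRAMP2* locus on 4AS (contig 5952279, 5675 to 11064) had 437.2 ± 47.6 normalized counts at HD in WT (SD, n = 4), 927.3 ± 286.9 at 12 DAA and 3607 ± 1700 at 22 DAA. Its log2 fold change between HD and 22 DAA was 3.04 (standard error 0.29, adjusted *P* = 0.000364 from edgeR), and it was called DE. This call was lost without replicate 1, 3 or 4. The 4BL locus (contig 7000373, 3340 to 6717) had 636.6 ± 396.7, 742.8 ± 282.3 and 2252 ± 1158, with a log2 fold change of 1.81 (standard error 0.50, adjusted *P* = 0.0367 from edgeR), and it was not called. At the 4AS locus, 1 replicate of 22 DAA stood apart from the other 3, and at the 4BL locus 1 replicate of 12 DAA. For *TaNRAMP3* on 7AL and 7BL and *TaNRAMP7* on 5AS and 5BS, the log2 fold changes between HD and 22 DAA were between -0.64 and -0.30, and none was DE.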

Of the three *NRAMP* genes with higher expression levels during senescence, *TaNRAMP3* and *TaNRAMP7* both exhibited stable expression, but *TaNRAMP2* was significantly upregulated, showing a ~5-fold increase in expression between HD and 22 DAA (Table 2). 

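At 12 DAA, the *TaNRAMP2* locus on 4AS had a log2 fold change of -0.79 in *gpc-A1* over WT (standard error 0.22, adjusted *P* = 0.11 from edgeR) and -0.38 in *gpc-A1/gpc-B2* over WT (standard error 0.25, adjusted *P* = 0.345). At 22 DAA, the double mutant had log2 fold changes of -1.74 on 4AS and -1.32 on 4BL, with adjusted *P* values of 0.0741 and 0.059 from edgeR. None of the *TaNRAMP2*, *TaNRAMP3* and *TaNRAMP7* loci was called in a comparison between genotypes, whereas DESeq2 alone called both *TaNRAMP2* loci between WT and the double mutant.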

No significant differences among genotypes were detected for any of the *NRAMP* genes.

#### Plasma-membrane transporters

After being transported into the cytoplasm, Zn and Fe must be loaded into the phloem for their transport to different sink tissues, including the grain. In rice and barley, the *YSL* and *ZIP* gene families appear to play a prominent role in this process.

We identified a total of 14 *YSL* genes within available wheat databases (see phylogeny in Fig S8), but one of these genes is likely a pseudogene (Table 2). 

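Between HD and 22 DAA in WT, the *TaYSL6* locus on 2AL had a log2 fold change of 1.43 (standard error 0.22, adjusted *P* = 0.00318 from edgeR) and the *TaYSL9* locus on 2AL had 1.06 (standard error 0.19, adjusted *P* = 0.00595). The *TaYSL18* locus on 2AL fell between HD and 12 DAA by 0.63 on the log2 scale (standard error 0.11, adjusted *P* = 0.00738 from edgeR), from 224.9 ± 16.3 to 143.9 ± 6.25 normalized counts (SD, n = 4). Its homoeolog on 2BL had a log2 fold change of -0.08 (adjusted *P* = 0.848 from edgeR). Without replicate 1, none of these loci was called. *TaYSL18* on 2AL was also not called with the replicate number as a block, or without replicate 2 or 3. *TaYSL6* and *TaYSL9* were also not called without replicate 3 or 4, and *TaYSL9* not without replicate 2.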

Among the functional *YSL* genes, *TaYSL6* and *TaYSL9* were significantly upregulated during senescence and *TaYSL18* was significantly downregulated (Table 2). 

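At 12 DAA, the *TaYSL12* locus on 2BL (contig 8075683, 6550 to 11596) had 562.9 ± 49.9 normalized counts in WT (SD, n = 4) and 872.0 ± 250.5 in *gpc-A1/gpc-B2*. The log2 fold change of the double mutant over WT was 0.64 at 12 DAA (standard error 0.20, adjusted *P* = 0.0654 from edgeR) and 1.10 at 22 DAA (standard error 0.19, adjusted *P* = 0.025), so the counts were higher in the mutant at both times, and neither difference was called. The exact test of edgeR with the test of DESeq, and DESeq2 alone, called the locus as higher in the double mutant. The *TaYSL12* locus on 2AL had a log2 fold change of 0.00 at 12 DAA (standard error 0.23).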

Although not DE during senescence, *TaYSL12* expression was significantly reduced in the *gpc-A1/gpc-B2* mutant compared to the WT.

The largest transporter gene family described in this study is the *ZIP* family, with a total of 19 wheat genes identified (see phylogeny in Additional file 1: Figure S9), including seven which had been described previously [21]. This family also includes the Iron Regulated Transporter (IRT) genes, which share high similarity to the ZIPs. 

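The *TaZIP* genes with at least 1 homoeolog upregulated in WT were *TaZIP3*, *TaZIP7*, *TaZIP10-like1*, *TaZIP13-like2* and *TaZIP13-like3*. Between HD and 12 DAA, the largest of their log2 fold changes was 7.05 at the *TaZIP10-like1* locus on 7BL (standard error 0.53, adjusted *P* = 3.67e-05 from edgeR), and the 7AL locus had 4.92 (standard error 0.55, adjusted *P* = 0.000377). The *TaZIP13-like2* loci on 2AS and 2BS had 4.00 (standard error 0.70) and 3.54 (standard error 0.43), and *TaZIP13-like3* on 2BL had 3.96 (standard error 0.72), while its homoeolog on 2AL had 0.05 (standard error 0.23, adjusted *P* = 0.937 from edgeR). *TaZIP7* rose by a log2 fold change of 1.93 on 1BS (standard error 0.27, adjusted *P* = 0.00145 from edgeR) between HD and 12 DAA, and by 2.02 on 1AS (standard error 0.36, adjusted *P* = 0.00659) between HD and 22 DAA. Without replicate 1, 2 or 3, *TaZIP13-like2* on 2AS, *TaZIP13-like3* on 2BL and *TaZIP7* on 1AS were not called between time points. *TaZIP7* on 1BS was not called without replicate 2 or 3. *TaZIP3* on 2AL, *TaZIP13-like2* on 2BS and the *TaZIP10-like1* loci kept a call each time. At HD, the SD exceeded the mean at *TaZIP13-like2* on 2AS (277.4 ± 335.8) and *TaZIP13-like3* on 2BL (101.5 ± 143.6).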

One gene (*TaZIP13*) was absent from the genomic reference so was excluded from the analysis, but five of the remaining 18 *TaZIP* genes were significantly upregulated during senescence (Table 2). Some of these genes showed very large increases in expression between time points. For example, *TaZIP3* was upregulated 5-fold and *TaZIP5* 8-fold between HD and 12 DAA (Table 2). 

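The *TaZIP3* locus on 2AL (contig 1213723, 1 to 2131) rose from 20.5 ± 8.60 normalized counts at HD in WT (SD, n = 4) to 115.0 ± 13.7 at 12 DAA, and had 138.4 ± 141.9 at 22 DAA, when 1 replicate stood far above the others. The log2 fold change between HD and 12 DAA was 2.47 (standard error 0.25, adjusted *P* = 0.000217 from edgeR). The 2BL locus (contig 8070141, 3788 to 6398) had 60.5 ± 32.1, 130.2 ± 38.3 and 290.5 ± 356.1 at the 3 times, with a log2 fold change of 1.10 between HD and 12 DAA (standard error 0.32, adjusted *P* = 0.063 from edgeR), and was not called. The *TaZIP5* locus on 4BL (contig 6973453, 2443 to 5707) had 9.52 ± 13.3, 75.7 ± 41.8 and 176.2 ± 150.4, with a log2 fold change of 2.99 between HD and 12 DAA (standard error 0.70, adjusted *P* = 0.0271 from edgeR), and was not called either.

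**Figure D4:**
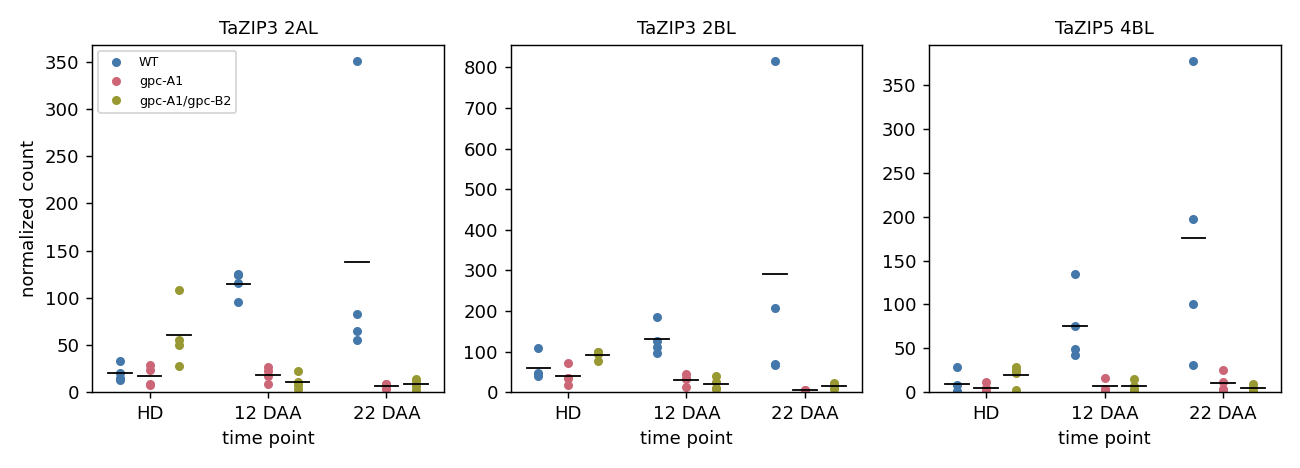
Normalized counts of *TaZIP3* (loci on 2AL and 2BL) and *TaZIP5* (locus on 4BL) at HD, 12 DAA and 22 DAA in the 3 genotypes. Points are the 4 replicates of each group and bars are their means, and the WT replicates of 22 DAA spread more widely than those of 12 DAA.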

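At 12 DAA, the log2 fold changes of *gpc-A1* and *gpc-A1/gpc-B2* over WT were -2.58 and -3.28 at the *TaZIP3* locus on 2AL, with adjusted *P* values of 0.000127 and 0.000196 from edgeR, and -2.03 and -2.56 on 2BL. For *TaZIP13-like2* they were -3.21 and -3.30 on 2AS and -3.26 and -3.26 on 2BS, and for *TaZIP13-like3* on 2BL -3.63 and -3.93. *TaZIP10-like1* had -2.13 and -2.29 on 7AL and -2.23 and -2.32 on 7BL, *TaZIP7* had -1.41 and -1.34 on 1BS, and *TaZIP10* had -1.38 and -1.63 on 7AL and -1.38 and -1.70 on 7BL, all called DE in both mutants. The *TaZIP7* locus on 1AS was called in the double mutant (log2 fold change -1.42, adjusted *P* = 0.00838 from edgeR) and not in *gpc-A1* (-1.40, adjusted *P* = 0.0333). *TaZIP5* had the log2 fold changes -3.49 (adjusted *P* = 0.00473 from edgeR) and -3.57 (adjusted *P* = 0.00225), and it was called by edgeR alone and by DESeq2 alone but not by all 4 tests. Of the 17 loci that Table 2 marks as higher in WT than in *gpc-A1*, 14 were called, and 6 to 9 were called when a replicate was left out. The replicate number as a block gave 15, the stricter filter chosen after seeing the data 9, and the single fit of all groups 8. In *gpc-A1*, the single fit lost *TaZIP3* on 2AL and 2BL, *TaZIP10* on 7BL and both *TaZIP10-like1* loci.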

Strikingly, the expression of all five of these upregulated genes, as well as *TaZIP10* and *TaZIP5*, was significantly higher in WT plants than in either *gpc* mutant genotype. Additionally, *TaIRT2* expression was significantly lower in the *gpc-A1/gpc-B2* mutant than in the WT. These results strongly implicate a role for *GPC1* in the regulation of the ZIP family of transporters during senescence (Table 2).

#### Phytosiderophore biosynthesis genes

Since the association of Zn and Fe with PS chelating ligands facilitates their transport through the phloem, we searched for wheat homologs of genes encoding enzymes acting in the PS biosynthetic pathway (Figure 1). Searches of available wheat genomic databases yielded two *TaNAS*, two *TaNAAT* and one *TaDMAS* genes.

Expression of *TaNAS3* more than doubled between 12 DAA and 22 DAA, (although this difference was not significant according to our criteria) and was significantly reduced in *gpc-A1/gpc-B2* mutant compared to the WT (Table 2). In contrast, *TaNAS1* was expressed at much lower levels and did not vary during senescence or among genotypes (Table 2).

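The *TaNAS3* locus on 2AS had 2694 ± 814 normalized counts at 12 DAA in WT (SD, n = 4) and 4495 ± 1479 at 22 DAA, a log2 fold change of 0.72 (standard error 0.26, adjusted *P* = 0.106 from edgeR). On 2BS the means were 5109 ± 1736 and 7789 ± 2019, a log2 fold change of 0.59 (standard error 0.26, adjusted *P* = 0.178 from edgeR). In *gpc-A1/gpc-B2* at 12 DAA, the log2 fold changes over WT were -1.21 on 2AS (standard error 0.21, adjusted *P* = 0.0062 from edgeR) and -0.63 on 2BS (standard error 0.25, adjusted *P* = 0.124), and neither locus passed all 4 tests. The 2AS locus was called by edgeR alone, and both loci by DESeq2 alone and by the exact test of edgeR with the test of DESeq.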

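The *TaNAS1* locus on 2BS had mean normalized counts of 120.9 ± 22.8 at HD, 117.2 ± 10.3 at 12 DAA and 116.6 ± 17.4 at 22 DAA in WT (SD, n = 4). Compared with WT, the log2 fold change at 12 DAA was 0.09 in *gpc-A1* (adjusted *P* = 0.857 from edgeR) and 0.16 in *gpc-A1/gpc-B2* (adjusted *P* = 0.484).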

Both of the identified wheat *NAAT* genes were upregulated during senescence, although only for *TaNAAT2* was this significant (Table 2). 

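Between HD and 12 DAA in WT, the log2 fold change was 1.16 at the *TaNAAT2* locus on 1AL (standard error 0.32, adjusted *P* = 0.056 from edgeR) and 1.28 at that on 1BL (standard error 0.45, adjusted *P* = 0.128). *TaNAAT1* on 1AL had a log2 fold change of 0.93 (standard error 0.39, adjusted *P* = 0.204 from edgeR). None of the 3 loci was DE between time points with the 4 tests or under any of the alternatives tried.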

Interestingly, *TaNAAT2* was upregulated at an earlier stage than *TaNAS3*, since its expression doubled between HD and 12 DAA and remained stable thereafter (Table 2). 

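The *TaNAAT2* locus on 1AL had 127.0 ± 70.2 normalized counts at HD in WT (SD, n = 4), 279.6 ± 36.8 at 12 DAA and 269.5 ± 249.5 at 22 DAA. The locus on 1BL had 188.1 ± 149.0, 453.3 ± 116.4 and 602.3 ± 563.0. At 22 DAA the SD was close to the mean at both loci, and the log2 fold changes between 12 DAA and 22 DAA were -0.07 (standard error 0.49) and 0.39 (standard error 0.53). The *TaNAS3* loci had log2 fold changes of 0.41 (adjusted *P* = 0.405 from edgeR) and -0.05 (adjusted *P* = 0.944) between HD and 12 DAA.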

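At 12 DAA, the log2 fold change over WT at the *TaNAAT1* locus on 1AL was -2.39 in *gpc-A1* (standard error 0.37, adjusted *P* = 0.0068 from edgeR) and -2.67 in *gpc-A1/gpc-B2* (standard error 0.27, adjusted *P* = 0.000135). For *TaNAAT2*, the values were -2.16 (adjusted *P* = 0.000208 from edgeR) and -2.62 (adjusted *P* = 4.25e-06) on 1AL. On 1BL they were -3.39 (adjusted *P* = 2.55e-06 from edgeR) and -3.32 (adjusted *P* = 1.06e-05). All 6 differences were DE, and that of *TaNAAT1* in *gpc-A1* was lost with all groups in a single fit and without replicate 1, 3 or 4, as well as with the edgeR filter on low counts, which was chosen after seeing the data.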

The expression of both *TaNAAT* genes was significantly lower in both *gpc* mutant genotypes, suggesting a role for *GPC* in the regulation of this class of gene. 

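The *TaDMAS1* locus on 4BL had 1222 ± 471 normalized counts at HD in WT (SD, n = 4), 883.1 ± 70.3 at 12 DAA and 1134 ± 94.2 at 22 DAA. The log2 fold changes were -0.46 between HD and 12 DAA (adjusted *P* = 0.277 from edgeR) and 0.34 between 12 DAA and 22 DAA (adjusted *P* = 0.0919). In *gpc-A1/gpc-B2* at 12 DAA, the log2 fold change over WT was 0.85 (standard error 0.23, adjusted *P* = 0.0364 from edgeR), and DESeq2 alone called this difference.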

The third PS biosynthesis gene, *TaDMAS* was not DE at any stage of senescence or in any of the genotype comparisons (Table 2).

As a technical control, we developed qRT-PCR assays for six transporter genes which were significantly DE between WT and *gpc* mutants. For all six genes, we obtained results that were consistent with the expression profiles determined by RNA-seq. Results from both analyses are presented side by side in Additional file 1: Figure S10.

To look for additional transporters, we further explored the group of 1,054 genes that were significantly upregulated between HD and 12 DAA in the WT plants but not in the *gpc-A1* mutants. This dataset included 33 genes with annotated transporter function which were also significantly different among genotypes (*P* < 0.05), 11 of which were members of the characterized transporter families described above (Additional file 1: Table S5). The remaining 22 genes included members of other transporter families, including one potassium transporter (AKT2), two sulfate transporters, one ABC transporter and a gene encoding a ferritin protein, involved in Fe storage (Additional file 1: Table S5). The differential regulation of the potassium and sulfate transporters is particularly interesting given the significant differences in K and S concentrations in the grain detected between WT and both *gpc-A1* and *gpc-A1/gpc-B2* mutants (Additional file 1: Table S1).

Taken together, our results suggest that the onset of monocarpic senescence in wheat is associated with broad transcriptional changes involved in nutrient remobilization. These processes included the export of Zn and Fe from chloroplasts and vacuoles (upregulation of *NRAMP* and *HMA* and downregulation of *FRO*, *VIT* and one *ZIFL* gene), upregulation of trans-membrane transporter genes responsible for loading nutrients into the phloem (*ZIP* and *YSL*), and upregulation of PS biosynthesis genes (*NAS*, *NAAT*) to facilitate transport of these nutrients through the phloem. Among these changes, the *GPC* genes seem to play a limited role in the regulation of vacuolar and chloroplastic transporter genes, but have a clear role in the upregulation of both PS biosynthesis genes and transmembrane transporters, with a particularly prominent role in regulating members of the *ZIP* gene family.

## Discussion

In annual grasses, senescing leaves are an important source of Zn and Fe for the developing grain. When the transport mechanisms between these tissues are disrupted, as in the *gpc* mutants and *GPC-*RNAi transgenic plants described in this and previous studies [5,44,46], concentrations of Zn and Fe in the grain are significantly reduced. We used RNA-seq to characterize the overall transcriptional changes in senescing flag leaves in WT and *gpc* mutant plants. We identified several Zn and Fe transporter genes activated during these early stages of senescence and describe their regulation by the *GPC* genes.

### Applying RNA-seq to polyploidy wheat

One challenge for genomic studies in polyploid species is the difficulty in distinguishing highly similar homoeologous genomes (~97% identical between A and B wheat genomes within protein-coding regions). Although different approaches to separate homoeologous sequences have been applied (e.g. Krasileva et al. [49]), it remains difficult to fully resolve chimeric assemblies. We overcame this problem in the current study by using the recently-released genomic draft sequence of wheat chromosome arms from the IWGSC as our RNA-seq mapping reference [48]. To generate the genomic draft sequence, wheat chromosome arms were first separated by flow cytometry, so each arm was sequenced and assembled separately, resulting in homoeolog-specific reference sequences.

At the time of our analysis, this genomic reference lacked any gene annotation so we first identified genomic ranges, which are defined by one or more overlapping transcripts (described in Methods). A large proportion of our reads mapped to these expressed loci (>93%), indicating that they include a good representation of the expressed portion of the wheat genome. Recently, the IWGSC annotated 65,776 high-confidence protein-coding genes in the A and B chromosome arms [48], 48,657 (74.0%) of which overlapped with loci identified in our study. The corresponding IWGSC loci and gene names for each matching locus are provided in Additional File 1. A small number of sequencing reads (average 209,660 reads per sample) mapped within genomic ranges defined by the 17,119 IWGSC loci not identified in our annotation, and were not included in the current study.

The use of a homoeolog-specific genomic reference instead of a transcriptome reduced mapping ambiguity in two ways; firstly by eliminating chimeric assemblies of similar homoeologous sequences, and secondly by collapsing multiple transcribed variant sequences into a single genomic locus in the reference, thus eliminating redundancy and increasing mapping specificity. This approach combines the expression of alternative splicing forms, which we consider appropriate for this initial study. A relatively high proportion of these reads were mapped uniquely (58.5%), and only these reads were used for our differential expression analyses, thus maximizing the accuracy of these analyses.

### The role of *GPC1* and *GPC2* during monocarpic senescence

Previous studies have demonstrated that transgenic plants expressing an RNAi construct targeting all copies of *GPC1* and *GPC2* exhibit a significant delay in senescence and reduced levels of Zn, Fe and protein in the grain, due to a disruption in their transport [5,44]. In the current study, we also detected a marginally significant reduction in TKW and in dry spike weight during grain filling associated with the *gpc1* mutant genotype. Interestingly, these differences were evident even from the early stages of senescence (35 DAA, Additional File 1: Figure S2b) suggesting that the *GPC* genes may also affect the rate of grain filling. Although the differences in spike weight between genotypes decreased with time, they were still significant at the end of the grain filling period (Additional file 1: Figure S2a). The high spring temperatures characteristic of the Mediterranean environments used in our studies, may have contributed to the lower kernel weight of the *gpc* mutant lines that matured during periods of higher temperature than the WT lines.

It was previously unknown whether *GPC* genes regulated the induction of the overall senescence process, or whether they regulated just a subset of the genes differentially regulated during this developmental stage. Also unclear was the time within the senescence process when the *GPC* genes have their strongest effect, or the extent of functional overlap between *GPC1* and *GPC2* paralogs. Results from our study provide insights into all three of these questions.

#### Comparing senescence- and GPC-regulated genes

To answer the first question, we investigated the overlap between senescence and *GPC* regulated genes. 

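Of the 3822 loci DE during senescence in WT, 445 (11.6%) were also DE in at least 1 comparison between genotypes. The share was 13.0% with edgeR alone, 20.3% with the exact test of edgeR and the test of DESeq, 8.4% with all groups in a single fit and 27.2% with DESeq2 alone. Without replicate 1 it was 23.6%, and without replicate 4 it was 4.5%.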

Of the 3,888 loci DE during senescence in WT plants, only 21.2% also showed significant differences in expression between *GPC* genotypes (Figure 3, c and d). In addition, within the senescence-regulated genes the subset regulated by the *GPC* genes showed different proportions of expression categories compared to the complete senescence set (Figure 4, b-d). Whereas more than 60% of *GPC-*regulated genes in this set exhibited an ‘Up-Down’ expression profile, the proportion in all senescence-regulated genes was 20%. Conversely, the proportion of genes exhibiting an ‘Up-Up’ expression profile and those falling into any of the downregulated classes were 9–10 fold more abundant among senescence-regulated genes than the subset regulated by *GPC* genes (Figure 4, b-d).

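By the directions of means, 1 of the 132 loci (0.8%) was Up-Up, against 23.2% of all senescence-regulated loci. The Down-Down class held 856 of the 3822 loci (22.4%) and 1 of the 132 loci (0.8%), the Down-Flat class 252 (6.6%) and 1, and the Flat-Down class 202 (5.3%) and 0. Of the 36 loci DE between the double mutant and the other genotypes, none was Up-Up and 1 fell in these 3 classes. This rule was chosen after seeing the data, and the called changes gave another picture. By these, Down-Flat held 22 of the 36 loci (61.1%), 13 of the 132 (9.8%) and 451 of all 3822 (11.8%), and Flat-Down held 1, 1 and 273, while Up-Up and Down-Down did not change.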

These results support the hypothesis that the *GPC* genes regulate a specific subset of genes during monocarpic senescence rather than triggering the overall transcriptional regulatory cascade associated with this developmental stage. The disruption of the regulation of this subset of senescence-regulated genes in the *gpc* mutants is likely sufficient to generate bottlenecks in the senescence process, as demonstrated by the overall delay in senescence observed in these mutant genotypes (Figure 2).

#### GPC-regulated genes at different time points

In a PCA analysis based on the expression of all genes, the differences between WT and *gpc* mutant genotypes were much clearer at 12 DAA than at either HD or 22 DAA (Additional file 1: Figure S4, a-c). This is consistent with our finding that the majority of *GPC-*regulated genes (76.1%) were detected at 12 DAA. These results suggest that, despite the continued increase in *GPC* expression between 12 DAA and 22 DAA (Additional file 1: Figure S5), most of the regulatory effects of the *GPC* genes on the DE of downstream genes occur within the first 12 DAA.

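Of the 1487 loci DE between genotypes at any time point, 94.6% were DE at 12 DAA. The share was 97.8% with the replicate number as a block, 83.6% with the exact test of edgeR and the test of DESeq, and 77.4% with all groups in a single fit.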

#### Comparison between GPC1 and GPC2 regulated genes

The paralogous genes *GPC1* and *GPC2* share 91% similarity at the DNA level and have almost identical expression profiles during the early stages of senescence (Additional file 1: Figure S5). Therefore, some functional overlap between these genes was expected. Among the three pairwise comparisons among genotypes (Figure 3b), the largest category includes the 1,349 DE genes detected between the WT and the *gpc-A1/gpc-B2* mutant, that were not among the *GPC-A1-*specific (WT *vs. gpc-A1*) or *GPC-B2-*specific (*gpc-A1/gpc-B2 vs. gpc-A1*) DE genes. This category most likely includes genes that are redundantly regulated by *GPC-A1* and *GPC-B2*, but that are significant only when both genes are absent. Combining these 1,349 genes with the 31 which are DE in both *GPC-A1-*specific and *GPC-B2-*specific comparisons (Figure 3b), we conclude that approximately two-thirds of the *GPC-*regulated genes (64.8%) showed some level of redundancy in their regulation by *GPC-A1* and *GPC-B2*. This result parallels the similar proportion of ‘Up-Down’ regulated genes among the high confidence *GPC-A1-* and *GPC-B2-*regulated genes (63.5% and 62.5%, respectively, Figure 4, c and d).

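With 991 loci DE only between WT and *gpc-A1/gpc-B2*, 2 DE in all 3 comparisons and 8 shared only by the comparisons of *gpc-A1* with the other genotypes, 67.3% of the 1487 loci fell into the categories read as redundant. The share was 49.9% with the replicate number as a block and 84.5% with all groups in a single fit, and it ranged from 38.3% (without replicate 4) to 78.9% (without replicate 1).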

However, the remaining one-third of the loci DE among genotypes were regulated either by *GPC-A1* (489) or by *GPC-B2* (261), suggestive of some level of functional divergence. This was apparent in the differences between classes in expression profiles during senescence. Both sets of genes showed a strong enrichment for ‘Up-Down’ regulated genes, but the second most abundant category was ‘Up-Flat’ in the *GPC-A1-*regulated genes (24.7%) and ‘Down-Up’ in the *GPC-B2-*regulated genes (26.0%, Figure 4, c and d). These results suggest that *GPC-A1* acts principally to upregulate genes during the early stage of senescence (WT to 12 DAA), whereas *GPC-B2*, in addition to its role in the upregulation of a number of genes, also targets a subset of genes for downregulation during the same period.

Distinctions between *GPC-A1-* and *GPC-B2-*regulated genes were also apparent in their putative functions identified in the GO analysis and in their respective overlap with senescence-regulated genes. The proportion of *GPC-A1-*regulated genes that were also regulated by senescence (64.2%) was almost double the corresponding proportion of *GPC-B2*-regulated genes (37.1%, Figure 3, c and d). Moreover, putative functions of the senescence regulated genes were more similar to the functions of *GPC-A1-*regulated genes than to those regulated by *GPC-B2*. Whereas both senescence-regulated and *GPC-A1-*regulated genes were significantly enriched for transporter function (see section below), such enrichment was less evident among the *GPC-B2-*regulated genes. Instead, this class was enriched for genes with putative roles in plant cell wall biogenesis, microtubule organization and other processes distinct from those found in the senescence-regulated genes.

These results are consistent with the stronger effect of *gpc-A1* knockout mutants on senescence and nutrient translocation profiles in the current study (Figure 1, a-d) and with the strong effect seen on these phenotypes in *gpc1-*null mutants in hexaploid wheat [46]. One caveat of this comparison is that while the *gpc-A1* mutation in the tetraploid variety ‘Kronos’ represents a true *gpc1-*null allele (because of the natural non-functional mutation in *GPC-B1* in this variety), the *gpc-B2* mutant likely alters the dosage of *GPC2* but does not result in a *gpc2-*null mutant (because of the presence of an intact and expressed copy of *GPC-A2*). No *gpc-A2* truncation mutant was found in our current tetraploid TILLING population, but we are currently transferring a *gpc-A2* premature stop codon mutant found in our hexaploid wheat TILLING population [50] into Kronos. The lack of a *gpc-A2* truncation mutant in this study does not affect the interpretation of the *GPC-B2* regulated genes, but may have resulted in an underestimation of the number of genes regulated by *GPC2.*

Despite the high sequence similarity of *GPC1* and *GPC2* and their common expression profiles in the wheat flag leaf during monocarpic senescence, these genes appear to have diverged to regulate different sets of downstream targets. The closest rice ortholog to the wheat *GPC* genes is *Os07g37920* which maps to a region of the genome collinear to *GPC2* [51]. This suggests that *GPC2* is the ancestral gene and that *GPC1* originated from a duplication event specific to the wheat lineage [51]. However, the downregulation of *Os07g37920* by RNAi, or its overexpression in transgenic rice plants, did not affect the rate of senescence. The only difference observed in *Os07g37920-*RNAi rice plants was male sterility caused by the inability of the anther to dehisce and release pollen [51]. These results suggest that the specialization of *GPC1* on the regulation of transporters during senescence, and its stronger effect on the rate of senescence, are likely derived characteristics acquired by *GPC1* after its duplication to its non-orthologous location on the short arm of homoeologous group 6 chromosomes.

A recent study showed that the rice gene OsNAP, a close paralogue of Os07g37920 and of wheat GPC1, has a strong effect on senescence ([52], PNAS 111: 10013–10018).

In summary, the results described in this section indicate that the *GPC* genes regulate a subset of senescence-regulated genes that are mainly upregulated during the early stages of monocarpic senescence (first 12 DAA). Although most *GPC*-regulated genes are affected by both paralogs, *GPC1* seems to play a stronger role than *GPC2* in the regulation of a subset of genes involved in senescence that includes enrichment for transporter gene function. However, in the absence of a complete knockout of *GPC2,* we cannot fully determine the role of *GPC2* in monocarpic senescence. The importance of *GPC1* in the regulation of senescence is highlighted by the finding that among the 1,298 genes upregulated in the WT between HD and 12 DAA 1,054 were not upregulated in the *gpc-A1* mutant.

### Effect of *GPC* genes on previously characterized genes involved in transport

To complement the top-down analyses discussed above, we also characterized the effect of *GPC* and senescence on the expression of nine gene families previously shown to play important roles in nutrient remobilization in other plant species. The discussion of these genes is organized according to their involvement in different transport processes.

#### Chloroplast to cytoplasm

Our results demonstrate that the early stages of monocarpic senescence in the flag leaf are associated with a large-scale downregulation of genes involved in photosynthetic processes (Table 1). Therefore, the downregulation of *TaFRO1*, which is likely involved in the import of Fe into the chloroplast is not surprising. Studies in model species have demonstrated that some members of the FRO family localize to the chloroplast membrane and act in the reduction-based import of nutrients into the chloroplast [9,10]. In rice, *OsFRO1* transcript levels are negatively correlated with Zn and Fe levels in the rice grain [53].

By contrast, we observed a significant upregulation of two wheat members of the *HMA* transporter family during senescence which have been implicated in Zn and Fe export from the chloroplast to the cytoplasm [12]. The expression of one of these genes, *TaHMA2-like*, was also significantly higher in WT plants than either *gpc-A1* or *gpc-A1/gpc-B2* mutants, which may contribute to the reduced efficiency in Zn and Fe remobilization observed in these mutants. The rice ortholog of this gene, *OsHMA2*, was shown to play an important role in facilitating Zn transport to the rice panicle [54]. These results suggest that nutrient remobilization from the chloroplasts to the cytoplasm for future export to the grain is an early step in wheat monocarpic senescence.

#### Vacuole to cytoplasm transport

Another sink for Zn and Fe during vegetative development is the vacuole, which is utilized as a storage body to prevent plant cell toxicity associated with excess concentrations of these nutrients. In other plant species, VIT and ZIFL transporters have been shown to facilitate nutrient import into the vacuole, while NRAMP transporters have been implicated in Fe export from the vacuole to the cytoplasm. In our study, the expression of both identified wheat *VIT* genes fell during monocarpic senescence, with *TaVIT2* showing a ~4-fold reduction between HD and 22 DAA. However, these differences were not significant for all four statistical tests and were excluded from our DE list. In rice, both OsVIT1 and OsVIT2 proteins localize to the tonoplast and can transport Zn^2+^ and Fe^2+^ across this membrane as part of a vacuolar sequestration strategy [13]. Mutants with reduced or abolished function of both these genes exhibit reduced Zn and Fe concentrations in the leaves coupled with increased levels in the grains, suggesting that a downregulation of these genes during senescence contributes to increased rates of Zn and Fe translocation [13,55].

The *ZIFL* family of transporters is also thought to function in the vacuole. One such transporter in Arabidopsis was implicated in Zn sequestration to the vacuole in vegetative tissues [14], while in barley, a *ZIFL-like* gene is expressed in the aleurone layer of seeds and is induced in the embryo upon foliar Zn application and has been implicated in the regulation of Zn transport to the grain [56]. These potentially distinct roles of the different *ZIFL* genes may explain the differences in transcription profiles observed in this study. *TaZIFL1* was significantly downregulated during senescence, whereas *TaZIFL2-like1* and *TaZIFL7* were significantly upregulated. The rice orthologs of these genes (*OsZIFL2* and *OsZIFL7*) are both upregulated in flag leaves during senescence suggesting that they may promote Zn remobilization during senescence [15]. *OsZIFL1* expression was not detected in rice flag leaves at any stage of development. Further studies will be required to better characterize the function of ZIFL transporters in wheat.

None of the eight *NRAMP* genes identified in wheat were DE between WT and *gpc* mutants and only one (*TaNRAMP2*) was significantly upregulated during senescence (Table 2). This upregulation during senescence is consistent with the known function of this class of transporters, which are thought to facilitate Fe export from the vacuole when remobilization is required during development [57]. However, our finding that most of the wheat *NRAMP* genes were not DE during wheat senescence suggests that these transporters may act in other tissues or stages of developmental stages.

In summary, among the genes involved in the transport for Fe and Zn to and from the vacuole only *TaZIFL7* was DE in both *gpc* mutant genotypes, suggesting a limited effect of the *GPC* genes in the regulation of this group of genes. However, it will still be interesting to investigate the role of *TaZIFL7* and of the other three genes from this group which are DE during senescence.

#### Cytoplasm to phloem transport

For their transport to the grain, nutrients must cross the plasma membrane into the phloem. Members of the *YSL* and *ZIP* families are known to play important roles in the transport of metal-chelate complexes across the plasma membrane in several plant species (Curie et al. 2009) [19]. In wheat, we identified and characterized 14 and 19 members of the YSL (Additional file 1: Figure S8) and ZIP (Additional file 1: Figure S9) families, respectively. Two of the wheat *YSL* genes were upregulated during senescence and one was downregulated, suggesting that they performed different functions (Table 2). However, there is still little evidence from the literature regarding *YSL* function in vegetative Zn and Fe transport, so further experiments will be required to define their role in wheat.

A much clearer link between *GPC1* and Zn and Fe transport during monocarpic senescence was observed for members of the *ZIP* gene family. A total of five *TaZIP* genes were upregulated during senescence and the expression of all five plus *TaZIP5* and *TaZIP10* was significantly higher in WT plants than in either *gpc-A1* or *gpc-A1/gpc-B2* mutant genotypes. *TaIRT-like2* was also DE, but only between WT and the *gpc-A1/gpc-B2* double mutant (Table 2). In some cases, the effect was very large; for example, the expression of both *TaZIP3* and *TaZIP5* were more than 15-fold higher in WT plants than either of the *gpc* mutant genotypes at 22 DAA. These results demonstrate that *GPC* plays a critical role in the regulation of multiple members of this family and that *ZIP* expression is likely to be associated with the remobilization of Zn and Fe from leaves to grain in wheat. A recent study in barley demonstrated that the over-expression of *HvZIP7* resulted in increased Zn accumulation in the grain [21]. The corresponding wheat homologue, *TaZIP7*, was also significantly upregulated by *GPC* during senescence in the current study, suggesting a conserved role for this transporter. For future biotechnological applications, it will be important to determine which of these ZIP transporters represents a limiting step in the remobilization of Zn and Fe from leaves to the grain.

#### PS biosynthesis

It has been hypothesized that a critical limiting factor for nutrient transport to the grain is their solubility in the alkaline environment of the phloem [30]. To prevent precipitation, Fe and Zn ions are transported as a complex with organic ligands or chelators, one critical class of which is the mugineic acid family of PS (Figure 1). We show in this study that several wheat genes encoding key biosynthetic enzymes of this pathway are upregulated during senescence and are differentially regulated by the *GPC* genes. A significant upregulation in *TaNAAT2* expression between HD and 12 DAA and an increase in *TaNAS3* between 12 DAA and 22 DAA suggest an active and possibly coordinated role of these genes during wheat monocarpic senescence. Both *TaNAAT* genes were DE in at least one *gpc* mutant genotype (Table 2) suggesting that they might contribute to the reduced concentrations of Fe and Zn observed in the grains of the *gpc* mutant plants. No significant differences were detected for *TaDMAS1*.

In the rice phloem, Fe and Zn can associate with both NA and DMA, although Zn-NA and Fe-DMA complexes have been shown to be more common [28,29]. *NAS* overexpression has been shown to result in dramatic increases in both Zn and Fe grain content in rice [33,34], making the orthologous genes in wheat interesting targets for biofortification strategies. Multiple transgenic strategies have been successfully applied in rice to increase micronutrient levels in the grain [58], although to date, such strategies have not been described in wheat. The characterization of the different transporter gene families during wheat monocarpic senescence provides the basic information required to select targets for similar biotechnological approaches in this economically important crop species.

In addition to these well-characterized transporter families, we also identified 22 other transporter-related genes which were upregulated between HD and 12 DAA in WT plants, but not in *gpc-A1* mutants (Additional file 1: Table S5). Among these genes, we found one differentially regulated potassium transporter and two sulfate transporters, which are potentially related to the differences identified in K and S concentrations in the grain between genotypes (Additional file 1: Table S1). A similar increase in K and decrease in S, Zn and Fe concentration was also observed in the grains of *GPC-*RNAi transgenic plants with reduced transcriptional levels of all *GPC* genes [5,59]. It will be interesting to investigate whether there is a functional connection between the DE of Fe, Zn, S and K transporters and the effect of the *GPC* genes on their concentration, in the wheat grain.

## Conclusions

In summary, this study confirms that *GPC1* plays a strong role in the regulation of wheat monocarpic senescence, and that it is involved in the upregulation of a large number of genes during the early stages of wheat monocarpic senescence. These genes are likely involved in the plant’s active preparation for the upcoming senescence. Supporting this hypothesis, we found several transporters and genes involved in the biosynthesis of chelators that facilitate Zn and Fe transport through the phloem that were differentially regulated by the *GPC* genes. Among these transporters, members of the large *ZIP* gene family appear to be interesting targets for biotechnological applications and for screening of different natural alleles to improve nutrient remobilization.

## Methods

### Plant material

We previously identified individuals in our tetraploid Kronos TILLING population which carry mutations introducing premature stop codons in *GPC-A1* (W114*, henceforth *gpc-A1*) and *GPC-B2* (W109*, henceforth *gpc-B2*) [51]. Since WT Kronos carries a single nucleotide insertion in the coding region of *GPC-B1* that results in a non-functional protein [44], the *gpc-A1* mutant carries no functional *GPC1* genes.

From the transcriptome dataset, we found that Kronos expresses a *GPC-A2* copy which was not previously reported. We developed *GPC-A2-*specific primers (Forward = 5’–CACCCACCAGCTAGAAGCTC–3’, reverse = 5’–ATCCATGCAATGGTGATGTG–3’) and confirmed the 2AS chromosome arm location using the IWGSC genomic sequence database (IWGSC_CSS_2AS_scaff_5260301). The genomic sequence of *GPC-A2* from Kronos was deposited in GenBank (accession number KM272993). We screened our tetraploid TILLING population for deleterious mutations in *GPC-A2,* but did not find any premature stop codons or splice site mutations. Therefore, the *gpc-B2* mutation alters the dosage of *GPC2* transcripts but does not result in a complete loss-of-function for *GPC2*.

The M_3_ individuals carrying these TILLING mutations were backcrossed twice to WT Kronos to reduce the background mutational load and were combined to create BC_2_F_2_ sibling *gpc-A1* and *gpc-B2* single mutants, as well as *gpc-A1/gpc-B2* double mutant plants and WT siblings carrying no TILLING mutations. Plants were grown in the greenhouse under long day conditions and single, entire flag leaves were harvested from four biological replicates of WT, *gpc-A1* and *gpc-A1/gpc-B2* plants at HD, 12 DAA and 22 DAA and immediately frozen in liquid nitrogen for RNA-seq library construction. BC_2_F_3_ seeds were harvested for field trials. Seeds from all three mutant genotypes (*gpc-A1* PI 673414, *gpc-B2* PI 673413 and *gpc-A1/gpc-B2* PI 673415) were submitted to the Germplasm Resources Information Network (http://www.ars-grin.gov/npgs/).

### Field experiments

During the 2011–2012 growing season, field experiments to determine the phenotype of the *GPC* mutants were carried out in one location in the USA (Davis, CA, UCD-2012) and in two locations in Israel (Newe Ya'ar Regional Research Center, NY-2012 and Tel-Aviv University, TAU-2012). During the 2012–13 growing season one experiment was carried out at Newe Ya'ar Regional Research Center, NY-2013. All experimental plots were arranged in a randomized complete block design. Full details of planting date, soil components, precipitation, irrigation and fertilization are provided for each field trial in Additional file 1: Table S6.

Five traits were evaluated in each field experiment: 1) *Dry spike weight*: Plants were tagged at anthesis and spikes were collected at 35, 42 and 49 DAA. There were no significant differences in anthesis date among genotypes in any of the field experiments. Spikes were then dried for 48 h at 70°C and the average weight of 10 spikes was determined. 2) *Relative chlorophyll content*: This parameter was determined in flag leaves using a hand-held chlorophyll meter (SPAD-502, Minolta, Milton Keynes, UK) for experiments performed in the USA and a CCM-200 (Opti-Science, Hudson, NH) for experiments performed in Israel. All CCM-200 results were normalized to SPAD values [60]. Each value corresponds to the average of ten readings across the flag leaf, presented as relative SPAD units. 3) *Kernel weight*: Completely senesced plants were individually harvested and each spike was threshed separately. Grains from the tagged main spike were dried to a constant weight at 70°C and dry weights were obtained and reported as thousand kernel weight ([total grain weight/ number of grains]*1000). 4) *Grain protein content*: this parameter was measured from mature grain using a grain analyzer-Perten IM9200 (Perten Instruments AB, H.Q. Stockholm, Sweden) at the University of California, Davis. Ten biological replicates were used in the UCD-2012 experiment and four each for NY-2012 and TAU-2012 experiments. 5) *Micronutrient determinations*: The levels of 11 different micronutrients, including Zn and Fe were measured in the mature, harvested grain using ICP-MS (Inductively Coupled Plasma - Mass Spectrometry) (Agilent Technologies, Santa Clara, CA, USA) at the University of California, Davis. Five biological replicates of each genotype from the UCD-2012 and TAU-2012 experiments were analyzed.

### RNA-seq library construction and sequencing

Flag leaves from four biological replicates of three different genotypes (WT, *gpc-A1,* and *gpc-A1/gpc-B2*, BC_2_F_2_ generation) were collected at three different time points (HD, 12 DAA and 22 DAA). Samples were ground to a fine powder using a pestle and mortar in liquid nitrogen and RNA samples were extracted using the Spectrum™ Plant Total RNA Kit (Sigma-Aldrich, St. Louis, MO). Concentration and purity of total RNA was confirmed on a NanoDrop® ND-1000 spectrophotometer and RNA integrity was evaluated by standard agarose gel electrophoresis. RNA-seq libraries were constructed using the TruSeq™ RNA sample preparation kit (Illumina, San Diego, CA) and their quality determined by running samples on a high-sensitivity DNA chip on a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). For each of the four biological replicates, the nine genotype/time point samples were tagged with a unique index to allow multiplexing and were sequenced in three lanes on an Illumina HiSeq2000 sequencer, using the 50 bp single read module at the UC Davis Genome Center (total 12 Illumina lanes for the 36 samples). On average we obtained 36.6 M raw reads per sample (Additional file 1: Table S2).

### Bioinformatics analysis

#### Aligning sample reads to the reference genome

As a reference for read mapping we used the current draft of sequenced genomic contigs from flow-sorted chromosome arms of the hexaploid wheat variety “Chinese Spring” generated by the IWGSC [48] and hosted by Unité de Recherche Génomique (URGI, http://wheat-urgi.versailles.inra.fr/). Since our experiments are in tetraploid wheat, only the sequences from the A and B genomes were used as a reference. We aligned reads from each sample to this reference using *GSNAP(l)*, a splicing-aware aligner (version 05-09-2013, default parameters except -m 2 -n 1 -N 1 -A sam [61]) to generate SAM mapping files for each sample.

#### Creating a putative transcribed region annotation track

At the time of our analysis, the wheat genomic reference lacked genic annotation required to identify expressed regions within our mapping results. Therefore, we created a set of putative transcribed ranges using a separate comprehensive set of wheat transcript data. We compiled a total of 286,814 wheat transcripts, which were derived from non-redundant sequences from four wheat transcriptome assemblies combined with additional wheat sequences taken from several other public sequence databases (described in Krasileva et al. [49] and in http://maswheat.ucdavis.edu/Transcriptome/index.htm). Using *GMAP* (Version 05-09-2013, default parameters except -n 1 --nofails --cross-species -f samse -x 0 [62], we mapped this set of transcripts separately, to the A-homoeologous group chromosomes contigs, and then to the B-homoeologous group chromosome contigs. This separate mapping approach was implemented to ensure that the aligner found all homoeologous genes in each dataset. *Bedtools cluster* (−d 0) was then used to merge overlapping aligned regions, followed by *bedtools merge* to merge overlapping regions into a single putative transcribed region. The resulting GFF file consisted of 135,571 genomic ranges, each representing the genomic contig identifier and the start and end coordinate of the putative transcribed region. These genomic ranges will be referred to hereafter as loci. Despite the inclusion of all current publicly available wheat transcripts, there remained a small proportion of 50 bp Illumina reads which mapped outside of the genomic regions defined in our GFF file, which likely represent transcribed mRNA expressed in our biological samples, but absent from our transcriptome dataset. To expand our genomic loci to include these regions, we mapped the reads from one biological replicate of WT samples at each time point (HD, 12 DAA and 22 DAA) using *GSNAP* as described above. Using these alignments, we defined novel transcribed genomic regions as those with a read depth ≥10. These aligned regions were then clustered in cases where they were separated by ≤1 kbp using *bedtools cluster* (−d 1000) and overlapping regions were merged using *bedtools merge* to create a single putative transcribed region. This resulted in the identification of 4,257 additional loci, which were added to the existing GFF file, giving a total of 139,828 genomic loci. Loci identifiers are from URGI (http://wheat-urgi.versailles.inra.fr/) and are listed in Additional file 2 along with the corresponding Ensembl locus ID and associated high-confidence protein coding gene, where available (http://plants.ensembl.org/Triticum_aestivum/Info/Index).

#### Counting sample reads overlapping putative transcribed regions

Raw count values were determined using *HTSeq count* [63] (−m union) using the generated GFF file and individual SAM alignment files for each sample. We considered only those reads mapped uniquely within the regions defined within the GFF file for differential expression analysis. Before normalization, we used a custom R package (*noleaven*) to remove genomic loci which had zero or extremely low coverage across all genotype/time point samples to test for DE. This reduces the number of statistical tests, and therefore the required corrections for multiple-testing. Further details and code are available online (http://topherconley.github.io/noleaven/). In this analysis, only loci which had more than three reads mapping from at least two biological replicates of any genotype/time point sample were retained. This resulted in the removal of 59,960 loci, leaving 80,168 loci with counts above this threshold for further consideration.

Since the total number of reads varied between biological samples, raw counts were normalized using the R/Bioconductor software package *DESeq* (Version 1.12.1 [64], R Version 2.14.2). After normalization, we performed 9 different pairwise comparisons: within the WT genotype we compared HD *vs.* 12 DAA, HD *vs.* 22 DAA, and 12 DAA *vs.* 22 DAA; and within each time point we compared WT *vs. gpc-A1* and WT *vs. gpc-A1/gpc-B2* mutants. We applied four statistical tests and we only considered a locus differentially expressed if it was significant for all four tests simultaneously using the thresholds described below. First, pairwise comparisons using *DESeq* and *edgeR* [65] were made between samples. The *P*-values generated by both analyses were adjusted for false discovery rates (FDR), using the procedure of Benjamini and Hochbergh [66] as implemented in the R/Stats package, using a cutoff of adjusted *P* ≤ 0.01 for significance. Throughout the paper, both *DESeq* and *edgeR* results refer to the FDR-adjusted *P* values. We also applied a Mann–Whitney-Wilcoxon (MWW) test (*P* ≤ 0.05) and a *t*-test (*P* ≤ 0.01). The requirement of significance in all four tests is a conservative approach that has the effect of reducing the false positive rate at the expense of a reduction in the power to detect genuinely DE transcripts (false negatives). To give the readers the opportunity to reanalyze this data using less stringent approaches we present all count data with the *P* values for all four tests for the nine pairwise comparisons (Additional file 2).

### Functional annotation of genomic loci

To determine the function of genes within our differentially regulated gene sets, we isolated the longest contig from each of the 80,168 genomic loci included in our reference set, including the predicted ORF as described in Krasileva et al. [49]. We performed a BLASTX against the nr protein database (NCBI 2013–10 release) and also screened the translated ORF for each contig where this was available against the Pfam database version 27.0 with InterProScan version 4.8 to discern the existence of conserved protein domains. The resulting information was used to infer GO terms associated with each genomic locus using BLAST2GO version 2.6.5. We obtained an annotated function for 41,474 (51.7%) genomic loci and used the ‘R’ package *TopGO* version 2.14.0 to perform an enrichment analysis among the differentially regulated gene sets. “Biological Process” terms were obtained and significance values for enrichment were calculated using ‘classic’ Fishers’ exact test, implemented in *TopGO*.

### qRT-PCR validation

We synthesized cDNA using the Quantitect reverse transcription kit (Qiagen, Valencia, CA), using RNA extracted for RNA-seq library construction as a template. qRT-PCR reactions were performed as described previously [39] and using the primers described in Additional file 1: Table S7.

### Phylogenetic analysis

Proteins from putative transporters within each family were aligned using MUSCLE and a neighbor-joining tree constructed using pairwise deletions and 1,000 bootstrap iterations with the program MEGA 5.0. To simplify the trees, only one homoeologue of each wheat gene was included.

### Availability of supporting data

The raw data sets including sequencing reads were deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (accession number GSE60635 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE60635).

## Additional files

Additional file 1: Figure S1. Relative chlorophyll content of flag leaves taken from (a) TAU-2012, (b) NY-2012 and (c) NY-2013 experiments. **Figure S2.** Spike and grain phenotypes in tetraploid *GPC* mutants. **Figure S3.** Phenotype of WT, *gpc-A1* and *gpc-A1/gpc-B2* TILLING mutants at 22 DAA (a-c) and at 60 DAA (d-f). **Figure S4.** Principal component analyses of biological samples according to normalized expression values per locus of all genes by time point (a-c) and genotype (d-f). **Figure S5.** Relative expression of *GPC* genes in WT, *gpc-A1* and *gpc-A1/gpc-B2* lines. **Figure S6.** HMA phylogeny. **Figure S7.** ZIFL phylogeny. **Figure S8.** YSL phylogeny. **Figure S9.** ZIP phylogeny. **Figure S10.** Validation of six transporter genes by qRT-PCR analysis. **Table S1.** Micronutrient concentrations in UCD-2012 and TAU-2012 experiments. **Table S2.** Summary of raw and trimmed Illumina sequencing reads and mapping rates from each biological replicate. **Table S3.** 26 genes commonly differentially regulated during senescence between the current study and Gregersen & Holm (2007) [40]. **Table S4.** 196 affymetrix contigs from Jukanti et al. 2008 [38] also differentially expressed during senescence. **Table S5.** List of 33 loci significantly upregulated between HD and 12 DAA in WT plants but not in *gpc-A1* plants. **Table S6.** Details of field experiments. **Table S7.** qRT-PCR primers used in this study and their efficiency. Additional file 2:
**RNA-seq data.** Table of genomic contigs, associated Ensembl contig and protein-coding gene, NCBI BLASTX result, normalized count values, trend during senescence and whether the gene is included in the *GPC-A1* or *GPC-A1/GPC-B2* regulated set. For each pairwise comparison, fold-change and statistical results from each test is described.

## Abbreviations

GPC: Grain Protein Content
FRO: Ferric chelate reductase
IRT: Iron Regulated Transporter
ZIP: ZRT, IRT-like Protein
YSL: Yellow Stripe-Like
PS: Phytosiderophore
HMA: Heavy Metal ATPase
ZIFL: Zinc Induced Facilitator Like
NA: Nicotianamine
NAS: Nicotianamine Synthase
DMA: 2’-deoxymugineic acid
NAAT: Nicotianamine Aminotransferase
DMAS: DMA synthase
WT: Wild type
UCD: UC Davis
TAU: Tel Aviv University
NY: Newe Ya’ar
HD: Heading Date
DAA: Days after anthesis
IWGSC: International Wheat Genome Sequencing Consortium
PCA: Principal component analysis
DE: Differential expression
GO: Gene ontology
FDR: False discovery rate
MWW: Mann–Whitney-Wilcoxon

How the deposited data were processed for this re-analysis (not part of the article)

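The deposited data cover 36 libraries of single flag leaves from greenhouse-grown tetraploid wheat, with 4 biological replicates of each of the 3 genotypes (WT, the *gpc-A1* mutant and the double mutant *gpc-A1/gpc-B2*) at HD, 12 DAA and 22 DAA. The samples were grouped by genotype and time point as labelled. In the label of replicate 1 of *gpc-A1* at HD, one field names another genotype than the title, and the title was used. According to the paper's methods and the file itself, the authors aligned single reads of 50 bp with GSNAP to the A and B genome contigs of the IWGSC sequence, counted uniquely mapped reads per locus with HTSeq, removed loci with low counts, and deposited the raw count of each remaining locus in each library, without normalization. They also deposited the positions of 139828 loci, of which 80168 have counts. All columns with values per sample were used.

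The totals per library ranged from 13754124 to 48981831 counts, with a median of 19377652. The 10 loci with the most reads held 3.1% to 8.8% of the counts of a library. The methods ask for more than 3 reads in at least 2 replicates of at least 1 group, and this filter left 75375 loci for the tests. Where a fold is given against a group without reads, a floor of 3 counts over the group was used. Genes named by more than 1 locus, and homoeologs on the A and B genomes, were counted by the authors from uniquely mapped reads, so loci with near-identical copies in the reference lost reads that map to both.

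Counts were tested in R 4.3.3. A locus was called DE, following the rule in the methods, when 4 tests passed: the quasi-likelihood test of edgeR 4.0.16 with TMM factors and the Wald test of DESeq2 1.42.0, each with a Benjamini-Hochberg adjusted P of 0.01 or less, a Mann-Whitney-Wilcoxon test with P of 0.05 or less, and the methods' t-test with P of 0.01 or less, the last 2 on counts divided by median-of-ratios size factors. The rank test used the normal approximation without continuity correction, by which 3 against 3 libraries can pass, but only when the groups do not overlap. All tests are two-sided unless stated otherwise. The methods name an earlier DESeq, in whose place DESeq2 was used. Its default filtering can leave a locus without an adjusted P, and such a locus was not called. Each comparison was fitted on its 8 libraries: 3 between time points in WT, 3 between genotypes at each time point, and HD against 12 DAA in *gpc-A1*. Log2 fold changes are those of edgeR. Standard errors are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Normalized counts of named loci were divided by size factors over all 36 libraries, and are given as mean and SD.

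The high-confidence sets, unions and expression classes were built from the calls as the paper describes them. The high-confidence sets leave out loci DE in all 3 comparisons between genotypes. The difference in response between WT and *gpc-A1* was tested with the interaction term of edgeR, *GPC-A2* at 22 DAA with an exact permutation test, and the separation of groups with the share of variance between them and a permutation test over all divisions of the 12 libraries. The on level of a locus was the median of its libraries with at least 100 normalized counts. A locus was called on-off when each library had either at most 5% (off) or at least 25% (on) of this level, with at least 3 libraries in each state, at least 3 with 100 normalized counts or more, and both states within a group. Chromosome arms were compared by Fisher's exact test with Benjamini-Hochberg adjustment over arms. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

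The tests were first run on simulated data. For WT at HD and 12 DAA, with 200 of 75375 loci changed, the 4-test rule recovered 179 (89.5%) with 7 false calls. The edgeR test of the interaction of genotype and time, from HD to 12 DAA, recovered 129 of 200 (64.5%) with 1 false call. In these simulations, the changed loci were drawn from those with higher counts, and the spread was that of WT at HD and 12 DAA.

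The replicate numbers pair samples of different groups, because the methods state that the samples of a replicate were multiplexed and sequenced together. Deviations from the group means had a mean correlation of 0.017 between samples with the same number (52 of 144 pairs over 0.1) and -0.006 between samples with other numbers (134 of 432 pairs over 0.1). Within single comparisons, the mean between samples with the same number was highest for WT and *gpc-A1* at 12 DAA, at 0.198. It was 0.196 for HD and 12 DAA in WT, and lowest between the mutants at 12 DAA, at -0.152.

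Genes of Table 2 were matched to loci on the named arm whose mean normalized counts in WT were within 1 count of the table at all 3 times, with at least 1 value of 50 or more. This gave 67 loci, and 3 more were matched with the help of an identifier. Of the other entries of the table, each a gene on an arm, 34 have values below 50, 8 have no value, 1 could be matched by chance alone and 1 has no locus. The loci named in the text are *GPC-A2*, the matched loci of Table 2, loci that the paper names, and, for 4 comparisons, the described DE loci with the largest changes and the largest rises and falls with a mean of at least 50 in the higher group. The values of Table 2 and of Additional file 2, of which 782 loci were read, were seen before this choice.

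The alternatives tried were edgeR alone, DESeq2 alone, the exact test of edgeR with a version of the DESeq test written for this purpose, size factors in edgeR, no filter, all groups in a single fit, the replicate number as a block, and leaving out each replicate in turn. For other results they were other scales, loci, pseudocounts (10 in place of 1), levels (50 and 200) and tolerances. A stricter filter, leaving out the on-off loci, classes by the direction of means and a second interaction test were added later. The qRT-PCR and field data, gene ontology terms, phylogenies, and the reads at the *GPC-A1* and *GPC-B2* mutations were not analysed here. Of the *GPC* genes only *GPC-A2* was matched to a locus by name. A locus on 6AS annotated as NAM-B1 is given under that annotation and was not matched to a *GPC* gene.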

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

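Each result here met a rule for a closer look. The tests beside them were set before their results were seen, apart from the test of whether the plants of 12 DAA share their states by chance, which is given under other observations, and the correlation over loci called at 12 DAA alone, which were chosen afterwards.

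In 12 of 63 groups of 4 replicates, the gap between the highest or lowest value and its neighbor took more of the range than Dixon's 95% limit allows. Chance alone puts about 1 in 20 groups over this limit, or 3.1 of the 63. The total count of replicate 4 of WT at 12 DAA stood apart (gap over range 0.83), with 48981831 counts against at most 23757790 in the other replicates, and so did replicate 2 of *gpc-A1* at HD (0.899), with 22106644 counts against at most 17503851. Both are differences in depth, which the normalization divides out. The depth of the WT library was tested as the source of the many DE loci between genotypes at 12 DAA. With its counts thinned to 20959686, 334 loci were DE between WT and *gpc-A1* in place of 343, which is 0.974 of the number, so its depth is excluded as the source. The depth of the *gpc-A1* library was not tested in this way, and no biological explanation was tested for either total.

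The other 10 groups are single loci. Those of *GPC-A2* were replicate 2 of *gpc-A1* at 12 DAA (0.893, with 554.4 normalized counts against at most 334.4 in the others) and replicate 4 of *gpc-A1* at 22 DAA (0.911, with 792.9 against at most 618.1). Replicate 4 of WT at HD stood apart at *TaFRO1* on 2AL (0.862, lower than the others), *TaHMA2* on 7AL (0.86, higher) and *TaZIP3* on 2BL (0.908, higher). At all 3 loci it lay on the side to which the WT mean moved by 12 DAA. Replicate 2 of WT was high at *TaHMA2* on 7BL (0.897) and *TaNRAMP2* on 4BL (0.832) at 12 DAA, and at *TaNRAMP2* on 4AS (0.946) at 22 DAA. Replicate 4 of WT at 22 DAA was high at *TaVIT2* on 5BL (0.895) and *TaZIP3* on 2AL (0.909). The libraries of replicate 4 at HD and 22 DAA and of replicate 2 at 12 DAA each stood apart at loci of more than 1 chromosome, so a single segment would not give these values. Whether the leaves differed in their progress through senescence was not tested.

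The rise from HD to 12 DAA differed between WT and *gpc-A1* at 18 loci by a test of the interaction (edgeR, adjusted *P* of 0.01 or less), with 10 smaller and 8 larger rises in *gpc-A1*. DESeq2 gave 114 such loci, and 4523 loci had an unadjusted P under 0.05 in edgeR. Of 100 draws of the genotype labels within time points, 4 gave as many loci, the real one included, although another draw gave 56. Chance is thus excluded at the limit of 1 in 20 among draws that leave the replicate numbers aside. Draws that respect these numbers, which tie libraries together, were not counted apart. Without replicate 2 the number was 8. Of the 1103 loci upregulated in WT but not in *gpc-A1*, 8 passed this test, so the difference in rise was shown for 0.7% of them. In simulated data this test recovered 64.5% of the changed loci. The simulated changes were larger than the difference between the median rises of the 1103 loci (1.70 in WT and 0.91 in *gpc-A1*, log2). They were set at loci with higher counts, with the spread of the WT libraries. The share found among differences of the real size is therefore not known, and loci that did not pass are not shown to rise alike. Depth differences between libraries enter every locus alike and would not select both smaller and larger rises. The loss of *GPC-A1* function remains an open explanation, as do segments that differ between the plants, since none of the 18 loci was tested for these.

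At 60 loci outside those the paper discusses, some libraries of a group had at least 25% of the on level of the locus (the median of its libraries with at least 100 normalized counts) and others at most 5% of it. There were 86 such loci with a minimum of 50 counts in place of 100, and 28 with 200. The median locus of the 60 had both states in 4 of the 9 groups. The mean total of the libraries that were off was 0.977 of that of the libraries that were on, and the deepest library was off at 22 of the 60 loci, which excludes low depth. The median number of libraries at odds with most of their group was 6 per locus, and at 48 loci there were more than 3, which excludes 1 to 3 mislabelled libraries as the whole source. Of the cases in which 1 library of a group stood alone, 3 libraries held 52.8% and 1 of them 21.7%. These values do not exclude wrong labels for some of these libraries. The paper reports the expected mutations in the reads of the mutants and none in WT samples. By that account, only exchanges within a genotype would stay open. Reads of another organism would add loci, but would not silence others at the same time and on the same arm. Pairs of loci with the same pattern over the 36 libraries lay on 1 chromosome in 74.2% of cases, compared with 24.4% of all pairs (one-sided permutation p = 1e-04, the smallest that 10000 permutations can give). A candidate explanation is that chromosome segments differed between the sibling plants. Genome sequences of the plants were not analysed here, so whether the loci were absent or not expressed stays open.

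Of the 146 loci that distinguished *gpc-A1/gpc-B2* from both other genotypes, 82 (56.2%) lie on 1BL, compared with 4.1% of the tested loci (Fisher's exact test, adjusted p = 3.29e-72). None (0) lies on 2BS, the arm of *GPC-B2*, which excludes a segment carried along with the *gpc-B2* mutation as the source. In the single fit of all groups, 2 of 8 loci (25.0%) were on 1BL. Among the 69 loci on 1BL without an on-off pattern, deviations from the group mean in WT and *gpc-A1* at HD and 22 DAA had a mean pairwise correlation of 0.774, and 1000 random sets of loci of like expression from 1BL reached at most 0.105. All 69 were called at 12 DAA and at no other time, so these libraries took no part in the choice. A 1BL segment that differs between sibling plants may account for this concentration, in which case these loci would reflect the lines and not *GPC-B2*. However, the 13 loci on 1AL deviated together as much (0.775, against at most 0.278 in random sets), and so did, less strongly, the 43 loci on the other arms (0.539, against at most 0.133). All 13 of the former and 37 of the latter were called at 12 DAA alone, and these 37 had a correlation of 0.667 (random sets at most 0.124). Deviating together was thus not seen on 1BL alone. The correlations were computed within each set of arms, so they do not show whether loci elsewhere followed those on 1BL. Among the on-off loci, some on 4BS, 6BS and 7BS had the same or the opposite states as loci on 1BL in every library. Other segments, or differences in the state of the leaves, stay open for all these loci. An effect of *GPC-B2* on loci of 1BL is not excluded by these values.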

How the results depend on the processing

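The main values come from a rule of 4 tests in a fit of the 2 groups compared. The alternatives were set before the data were examined, except for 4 that were chosen after seeing the data. These are a stricter filter (filterByExpr of edgeR), leaving out the on-off loci, expression classes by the direction of means, and the interaction test for 12 DAA and 22 DAA. All alternatives set beforehand were run. Where a value moved, the cause was not tested unless it is named.

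With size factors in edgeR in place of TMM, all 31 summary values stayed within 1.5 times or within the spread, and all 511 values of single loci kept their call. Without a filter on low counts, 29 summary values and 510 single loci kept theirs, 1 locus gained a call, and the share of upregulated loci lost in *gpc-A1* was 89.9%. No call of a single locus changed direction under any alternative.

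With edgeR alone, the share of upregulated loci between HD and 12 DAA was 66.8% (71.9% in the main rule), the senescence share of the *GPC-B2* loci 33.1%, the share of GPC-regulated loci detected at 12 DAA 95.8%, the share of senescence loci DE between genotypes 13.0%, the redundantly regulated share 69.8%, and 2 arms held more *GPC-A1* loci than their share. Here 24 summary values and 499 single loci were unchanged, and 12 loci gained a call.

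DESeq2 alone gave more DE loci in every comparison, since fewer tests had to pass. The numbers were 3836 between HD and 12 DAA, 8409 between HD and 22 DAA and 5419 between 12 DAA and 22 DAA in WT, and 11733 in their union. At HD they were 44 for WT and *gpc-A1*, 48 for WT and *gpc-A1/gpc-B2*, and 45 between the mutants. At 12 DAA they were 1270, 5178 and 371 in the same order, and at 22 DAA 129, 1669 and 73. There were 938 *GPC-A1* loci and 324 *GPC-B2* loci, 1670 loci (73.2%) upregulated in WT but not in *gpc-A1*, 114 interaction loci, and 2 arms over their share for *GPC-A1*. The upregulated share was 59.5% between HD and 12 DAA, and 53.4% between 12 DAA and 22 DAA, where most loci were downregulated in the main rule (41.5% up), so this direction reversed. Of the *GPC-B2* loci 47.2% were DE during senescence, 86.2% of the GPC-regulated loci were detected at 12 DAA, 27.2% of the senescence loci were DE between genotypes, the redundantly regulated share was 74.2%, and the Up-Down share was 0.8% of all loci and 4.5% of the *GPC-A1* loci. The calls of 433 single loci were unchanged and 78 were gained.

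The exact test of edgeR and a version of the DESeq test, in place of the newer tests, gave 1153 DE loci between 12 DAA and 22 DAA. At HD there were 8, 6 and 18 loci in the 3 comparisons between genotypes, in the order above, 234 between the mutants at 12 DAA, and 14, 490 and 32 at 22 DAA. There were 312 *GPC-A1* loci, with 2 arms over their share. The upregulated share was 74.6% between HD and 12 DAA and 30.7% between 12 DAA and 22 DAA, 80.9% of the upregulated loci were lost in *gpc-A1*, 83.6% of the GPC-regulated loci were detected at 12 DAA, 20.3% of the senescence loci were DE between genotypes, and the Up-Down share was 0.9% of all loci and 7.5% of the *GPC-A1* loci. Single loci kept their call in 492 cases, gained it in 17 and lost it in 2.

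With all groups in a single fit, 4644 loci were DE between HD and 22 DAA. At HD the comparisons with a changed number gave 1 locus for WT and *gpc-A1* and 2 between the mutants. At 12 DAA there were 171 for WT and *gpc-A1* and 6 between the mutants, and at 22 DAA 41, 409 and 3 in the order above. The *GPC-B2* set fell to 8 loci, of which 50.0% were DE during senescence and 25.0% lay on 1BL (Fisher's exact test, p = 0.542), and the difference in senescence share was 18.8 percentage points (Fisher's exact test, p = 0.271, compared with 40.7 percentage points in the main rule). For *GPC-A1* there was 1 arm over its share. The rise was lost in *gpc-A1* at 735 loci (83.3%), 77.4% of the GPC-regulated loci were detected at 12 DAA, 8.4% of the senescence loci were DE between genotypes, 84.5% were redundantly regulated, 25.0% of the *GPC-B2* loci were Up-Down, and the upregulated share between 12 DAA and 22 DAA was 31.4%. Of the single loci, 473 kept their call, 17 gained and 21 lost it.

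With the replicate number as a block, 1697 loci were DE between HD and 22 DAA, 799 between WT and *gpc-A1/gpc-B2* and 89 between the mutants at 12 DAA, and 36 and 4 in these comparisons at 22 DAA. The *GPC-B2* set had 84 loci. The share of loci detected at 12 DAA was 97.8%, that of senescence loci DE between genotypes 13.7%, the redundantly regulated share 49.9%, and the Up-Down share 0.4%. The block gave calls to *TaFRO1* on 2BL (HD to 22 DAA, log2 fold change -1.82), *TaHMA2-like* on 7AL (WT and double mutant at 22 DAA, -2.51), *TaZIP10* on 7AL (WT and double mutant at 22 DAA, -1.57), *TaZIP13-like2* on 2AS (HD to 22 DAA, 4.24) and *TaZIP7* on 1AS (HD to 12 DAA, 1.58, and WT and *gpc-A1* at 12 DAA, -1.49). It removed those of *TaHMA2-like* on 7AL (-1.42), *TaZIFL7* on 5AL (-1.04) and 1 locus on 4AL (-1.38) between WT and the double mutant at 12 DAA, and that of *TaYSL18* on 2AL (HD to 12 DAA, -0.62). It changed no other call of a single locus. Sets built from these comparisons also moved by more than 1.5 times, among them the loci DE between WT and *gpc-A1/gpc-B2* at any time (822), between the mutants (94), in all 3 comparisons (1), only between WT and *gpc-A1/gpc-B2* (517), only between WT and *gpc-A1* (218), and the *GPC-B2* loci DE during senescence (22).

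With the filter chosen after seeing the data, 9.9% of the senescence loci were DE between genotypes, 0% of the *GPC-B2* loci were Up-Down, and 2 arms were over their share for *GPC-A1*. Under it 500 single loci kept their call, 2 gained and 7 lost it. By the direction of means, also chosen afterwards, the Up-Down share was 15.5% of all loci, 58.3% of the *GPC-A1* loci and 36.1% of the *GPC-B2* loci. Leaving out the on-off loci, again chosen afterwards, left 194 *GPC-A1* and 125 *GPC-B2* loci, with a difference in senescence share of 38.0 percentage points. Over the 1000 most variable loci, the separation of genotypes at 22 DAA was 38.7% (exact permutation test, one-sided, p = 0.00571). A level of 200 in place of 100 left 28 on-off loci. Z-scored loci, another pseudocount, TMM-scaled counts and the log2 scale for *GPC-A2*, a level of 50, and an exact match to Table 2 moved none of the values they apply to beyond the limit.

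Leaving out each replicate in turn leaves 3 against 3 libraries, and most numbers went down. The DE loci ranged from 352 (without replicate 1) to 1603 (without replicate 4) between HD and 12 DAA, from 293 (without replicate 1) to 2887 between HD and 22 DAA, and from 0 (without replicate 1 or 3) to 223 between 12 DAA and 22 DAA, with a union of 542 (without replicate 1) to 3773. Omitting replicate 2 gave 393, 543, 170 and 887, and omitting replicate 3 gave 881, 643, 0 and 1322. The comparisons between genotypes ranged from 0 to 3 (without replicate 3), 0 to 6 (without replicate 1) and 0 to 1 at HD, from 139 (without replicate 2) to 169 (without replicate 4), 274 (without replicate 3) to 1138 (without replicate 1) and 72 (without replicate 3) to 126 (without replicate 1) at 12 DAA, and from 4 (without replicate 4) to 105 (without replicate 1) for WT and *gpc-A1/gpc-B2* and 0 (without replicate 1 or 4) to 41 (without replicate 2) between the mutants at 22 DAA. Of the other omissions that moved these numbers by more than 1.5 times, replicates 1 and 3 gave 155 and 159 for WT and *gpc-A1* at 12 DAA, replicates 2 and 4 gave 748 and 325 for WT and *gpc-A1/gpc-B2* and 79 and 91 between the mutants at 12 DAA, replicates 2 and 3 gave 17 and 29 for WT and *gpc-A1/gpc-B2* at 22 DAA, and replicate 3 gave 1 between the mutants at 22 DAA. At HD, omitting replicate 4 gave 1 locus for WT and *gpc-A1*, and omitting replicate 2 or 3 gave 0 in the 2 comparisons with the double mutant.

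The *GPC-A1* set ranged from 65 (without replicate 3) to 91 (without replicate 4) and the *GPC-B2* set from 64 (without replicate 3) to 111 (without replicate 1). Omitting replicates 1 and 2 gave 86 and 80 *GPC-A1* loci, and omitting replicate 2 or 4 gave 82 *GPC-B2* loci. The loci upregulated in WT but not in *gpc-A1* ranged from 248 (without replicate 1) to 1007 (92.2% to 98.6% of those upregulated), with 297 and 632 when replicates 2 and 3 were omitted. The upregulated share ranged from 65.8% to 76.8% between HD and 12 DAA and from 44.4% to 62.9% between 12 DAA and 22 DAA, where it reversed without replicate 2. The senescence share ranged from 53.5% to 86.8% of the *GPC-A1* loci and from 5.4% (without replicate 1) to 57.8% (without replicate 3) of the *GPC-B2* loci, with 9.8% when replicate 2 was omitted. Their difference ranged from -2.4 (without replicate 3, reversed) to 63.6 percentage points. The share detected at 12 DAA ranged from 93.1% to 98.8%, that of senescence loci DE between genotypes from 4.5% (without replicate 4) to 23.6% (without replicate 1), and the redundantly regulated share from 38.3% (without replicate 4) to 78.9%, with 43.2% when replicate 3 was omitted. The Up-Down share ranged from 0% to 0.6% of all loci, 0% to 15.2% of the *GPC-A1* loci and was 0% of the *GPC-B2* loci each time. The interaction loci ranged from 8 (without replicate 2) to 25, and the arms over their share for *GPC-A1* from 1 to 2. The separation of genotypes ranged from 24.2% to 30.3% at HD and from 28.1% to 35.8% at 22 DAA, where divisions of 9 libraries average 25.0% in place of the 18.2% of 12, and passed the exact permutation test at both times without replicate 3. The fold of *GPC-A2* in the double mutant over WT at 22 DAA ranged from 1.37 to 1.51. For single loci, leaving out a replicate kept the call in 1882 cases, removed it in 146 and gave it in 16.

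Depth limits what was tested. The 4793 loci without more than 3 reads in at least 2 replicates of a group were not tested, and 34 entries of Table 2 (a gene on an arm) with all values below 50 were not matched to a locus. With the counts of the deepest library thinned to 20959686, the DE loci between HD and 12 DAA went from 1671 to 1569, those between 12 DAA and 22 DAA from 504 to 564, and those between WT and the double mutant at 12 DAA from 1258 to 1202.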

Differences from the paper's values

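Of 64 values that the paper states and that were also computed here, 27 differed from the paper's by more than 1.5 times in the main rule. With the exact test of edgeR and a version of the DESeq test, which belong to the generation of tools that the methods name, 10 of the 59 values that this setting gives differed.

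For the DE loci between 12 DAA and 22 DAA in WT, the paper's value is 1145 and the value here 504. Of the alternatives set before the data were examined, only the exact test of edgeR with DESeq came within 1.5 times. The same holds at HD for WT and *gpc-A1* (paper 10, here 0, with 5543 loci at an unadjusted P under 0.05 in edgeR and 44 in DESeq2) and for *gpc-A1* and *gpc-A1/gpc-B2* (paper 19, here 1). For WT and *gpc-A1/gpc-B2* at HD (paper 6, here 1), that setting and the fit without replicate 1 came within, and both gave the paper's number. Between the mutants at 12 DAA (paper 239, here 153), edgeR alone and the exact test with DESeq came within. At 22 DAA, the paper has 6 DE loci between WT and *gpc-A1* where 0 were found here (4022 at an unadjusted P under 0.05 in edgeR, 129 in DESeq2), and no alternative came within. For WT and *gpc-A1/gpc-B2* at 22 DAA (paper 385, here 107), the exact test with DESeq and the single fit of all groups came within, and between the mutants at 22 DAA (paper 38, here 9), the exact test with DESeq and the fit without replicate 2. All other alternatives stayed beyond 1.5 times for these numbers.

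The sets built from these comparisons were smaller here. Loci DE between WT and *gpc-A1* at any time numbered 520 in the paper and 343 here, high-confidence *GPC-A1* loci 321 in the paper and 202 here, and those among them DE during senescence 206 in the paper and 132 here. For all 3 numbers, edgeR alone, the exact test with DESeq, the fit without a filter and the replicate block (444, 220 and 153 loci) came within 1.5 times, and the other alternatives did not. High-confidence *GPC-B2* loci numbered 224 in the paper and 146 here, within reach under edgeR alone, DESeq2 alone, the exact test with DESeq and no filter. Loci DE between the mutants at any time (paper 292, here 163), loci DE in all 3 comparisons between genotypes (paper 19, here 2) and *GPC-B2* loci DE during senescence (paper 83, here 36) came within only under the exact test with DESeq. The senescence share of the *GPC-B2* loci was 37.1% in the paper and 24.7% here, and came within under edgeR alone, DESeq2 alone, the exact test with DESeq, the single fit and the replicate block, but not under the other alternatives. Senescence loci also DE between genotypes made up 21.2% in the paper and 11.6% here. DESeq2 alone, the exact test with DESeq, and the fits without replicate 1 or 2 came within, and the others did not.

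The Up-Down class held 21.2% of the senescence loci in the paper and 0.2% here, and the Up-Flat class 16.9% in the paper and 30.6% here. Among the *GPC-A1* loci, Up-Down was 63.5% in the paper and 0% here, and Up-Flat 24.7% in the paper and 87.1% here. No alternative set before the data were examined came within for the Up-Down shares or for Up-Flat among the *GPC-A1* loci, and DESeq2 alone and the single fit did for Up-Flat among all loci. Reading the second step from the direction of means gave 15.5% and 17.1% of all loci and 58.3% and 29.5% of the *GPC-A1* loci, all within 1.5 times, but it was chosen after seeing the values, and with the main tests it drops 5 of the 13 loci that Additional file 2 lists as Up-Down in the part read here. With the exact test and DESeq, this rule keeps 12 of the 13 and gives the label of the file at 144 of the 145 loci that both put in a class. The called changes give that label at 129 of these 145. With the main tests, the labels were the same at 54 of 106 such loci by the direction of means and at 44 by the called changes. The rule for a step that is not called thus bears on these shares. Among the *GPC-B2* loci, Up-Down was 62.5% in the paper and 2.8% here, and no alternative came within. Down-Up among them was 26.0% in the paper and 0% here, and only the fit without replicate 4 came within. By the direction of means, chosen after seeing the values, these were 36.1% and 58.3%. With the exact test and DESeq, this rule gave Up-Down shares of 18.9% of all loci, 60.5% of the *GPC-A1* loci and 52.4% of the *GPC-B2* loci, all within 1.5 times of the paper's, and a Down-Up share of 39.7% among the *GPC-B2* loci. The Up-Down share among the *GPC-B2* loci also came within by this rule in the single fit (75.0%, of 4 loci) and without replicate 3 (48.6%).

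For *GPC-A2* at 22 DAA, the paper gives P = 0.004 for WT and *gpc-A1/gpc-B2*. The value here is p = 0.0286 (exact permutation test, two-sided), the smallest that 4 against 4 replicates allow, so this test could not reach the paper's value, and none of the alternatives set for it did. In the test across all loci, DESeq2 gave an adjusted *P* of 0.00397 for this comparison, which equals the paper's value when rounded, and edgeR gave 0.0873. Where the paper gives P = 0.024, for WT and *gpc-A1*, DESeq2 gave 0.316 and edgeR 0.898, while the exact permutation test (two-sided, p = 0.0286) came within 1.5 times. Without adjustment over loci, edgeR gave 0.0121 for *gpc-A1* and 0.00202 for the double mutant and the methods' t-test 0.0101 and 0.000432, none of them within 1.5 times. With a replicate left out, the unadjusted value of edgeR came within for *gpc-A1* without replicate 1, 2 or 3 (0.0336, 0.0248 and 0.0355) and for the double mutant without replicate 1 (0.00432), and the t-test for *gpc-A1* without replicate 1 or 2 (0.0311 and 0.0276) and for the double mutant without replicate 1 or 4 (0.00323 and 0.00395). The paper states a rise of 5-fold for *TaZIP3*. Between HD and 12 DAA the locus on 2AL rose 5.53-fold here, within 1.5 times, and that on 2BL 2.14-fold. It states a fall of 4-fold for *TaVIT1*, and by the fold changes of edgeR the loci fell 1.61-fold on 2AL and 1.36-fold on 2BL between HD and 22 DAA here. No alternative came within for these 3 folds.

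Over the matched loci of Table 2, 15 of 16 with a rise during senescence in the paper were called here, 3 of 4 with a fall, 14 of 17 higher in WT than in *gpc-A1*, and 16 of 19 higher in WT than in the double mutant. *TaNAAT2* on 1AL, called in the paper during senescence, was not called under any alternative here (log2 fold change 1.16 between HD and 12 DAA, adjusted *P* = 0.056 from edgeR). Neither was *TaHMA2-like* on 7AL between WT and *gpc-A1* (-1.10 at 12 DAA, adjusted *P* = 0.221). *TaFRO1* on 2BL was called under the exact test with DESeq, DESeq2 alone, the single fit, the replicate block and without replicate 4. *TaZIP5* on 4BL was called under edgeR alone and DESeq2 alone, and between WT and *gpc-A1* also without replicate 4. *TaZIP7* on 1AS was called between WT and *gpc-A1* under the exact test with DESeq, DESeq2 alone, the single fit and the replicate block. For *TaNAS3* the locus on 2AS was called under edgeR alone, DESeq2 alone, the exact test with DESeq, the single fit, and the filter chosen after seeing the data, and that on 2BS under DESeq2 alone and the exact test with DESeq. *TaZIFL2-like1* on 3B was called here as rising during senescence, which the table does not mark. The paper's text describes *TaYSL12* as reduced in the double mutant, while the locus on 2BL was higher there than in WT (log2 fold change 0.64 at 12 DAA and 1.10 at 22 DAA), which is the direction that Table 2 marks. DESeq2 alone and the exact test with DESeq called it.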

Other observations

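The test of shared states among the plants of 12 DAA, that of exchanged labels at 22 DAA, the test of the interaction with 12 DAA and 22 DAA, and the classes by the direction of means were chosen after the results were seen. The other tests in this part were set before their results were seen.

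The number of DE loci was compared with that from every division of the 8 libraries of a comparison into 4 and 4, of which there are 35. For the 3 comparisons between time points in WT, for the 3 comparisons between genotypes at 12 DAA, for WT and *gpc-A1/gpc-B2* at 22 DAA, and between the mutants at HD, only 1 division, the real one, gave as many loci, so chance is excluded for these 8 numbers among divisions that leave the replicate numbers aside. That of the mutants at HD is a single locus. The replicate numbers tie libraries together, and only 8 divisions part as many pairs as the real one. Among these the real one alone gave as many in each of the 8 comparisons, but 1 of 8 is too large a share to exclude chance by itself. At HD, 3 divisions for WT and *gpc-A1/gpc-B2* gave at least the 1 locus found, and another gave 29, so chance is not excluded for this number. For WT and *gpc-A1*, 0 loci were called at HD and at 22 DAA. Any division gives at least 0 (35 of 35), so the divisions decide nothing for these comparisons. Beside these counts of 0 by the 4 tests, edgeR alone also called 0 loci, DESeq2 called 44 at HD and 129 at 22 DAA, the exact test of edgeR with DESeq called 8 and 14, and 5543 and 4022 loci had an unadjusted P under 0.05 in edgeR.

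Between the mutants at 22 DAA, 2 of the 35 divisions gave at least the 9 loci found. The other one, which put replicate 3 of *gpc-A1* with replicates 2 to 4 of the double mutant, gave 721 loci. Among the 8 divisions that part as many pairs of replicate numbers as the real one, only the real one gave as many, and the division with 721 loci parts fewer pairs. If the labels of these 2 libraries had been exchanged, the library labelled replicate 1 of *gpc-A1/gpc-B2* would share the on-off states of *gpc-A1*. At 36 of the 60 on-off loci the other 11 *gpc-A1* libraries share a state, and at 26 of these the library labelled *gpc-A1/gpc-B2* had the opposite state, which excludes the exchange. Other differences between these leaves were not tested.

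In WT and *gpc-A1*, but not in *gpc-A1/gpc-B2*, the plants of 12 DAA were more alike at the on-off loci than those of other times. In WT, 50 of the 60 loci had both states among the replicates at HD, 0 at 12 DAA and 36 at 22 DAA. Of the 495 choices of 4 of the 12 WT libraries, only that of 12 DAA was as uniform (exact permutation, one-sided, p = 0.00202), so a chance draw of plants is excluded for WT. In *gpc-A1* the numbers were 22, 2 and 24 (exact permutation, one-sided, p = 0.0424 for 12 DAA), and in *gpc-A1/gpc-B2* they were 30, 30 and 26. A candidate explanation is that the plants sampled in WT at 12 DAA came from fewer families than those of the other times. The records of the plants were not analysed here. In that case part of the differences between genotypes at 12 DAA would come from families and not from *GPC1*, and 8 of the 202 loci DE in *gpc-A1* and 21 of the 146 that distinguish *gpc-A1/gpc-B2* are on-off loci. The biological coefficient of variation was 0.148 in WT at 12 DAA, compared with 0.266 at HD and 0.305 at 22 DAA.

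The 202 loci DE between WT and both mutants showed no arm over its share in the 4-test rule, and 3 of them lie on 6AS, the arm of *GPC-A1*, where the share of tested loci would give more. A segment of 6AS carried along with the *gpc-A1* mutation is therefore excluded as the source of the set as a whole. Segments elsewhere were not tested, and under some alternatives 2AS, 1AS or 7AL held more than its share of the loci. Of the 15 loci on 2AS, 14 had the same direction at HD as at 12 DAA, and 2 were DE during senescence. For the 11 loci on 1AS these numbers were 4 and 10, and for the 17 on 7AL they were 12 and 13.

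The effects at 12 DAA share the libraries of WT at that time, so their correlation lies above 0 without any effect. Between the change from HD to 12 DAA and the difference between WT and *gpc-A1*, the correlation over 33951 loci was 0.554, compared with 0.492 in simulated groups without a change (0.482 to 0.505 in 20 simulations). For *gpc-A1/gpc-B2* it was 0.424, which is below the simulated 0.493, and between the effects of both mutants it was 0.71, compared with 0.492. With different WT replicates on each side, the lowest of these correlations over 6 divisions was 0.29, so sharing of libraries is excluded as the only source of the correlations. The overlaps of DE loci were 166, 306 and 201, and the simulated groups gave 0 DE loci in 3 full simulations.

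Fewer loci were DE between WT and *gpc-A1* at 22 DAA than at 12 DAA. The biological coefficient of variation of this comparison was 0.37 at 22 DAA and 0.2 at 12 DAA, and the test of the interaction with 12 DAA and 22 DAA found 0 loci in edgeR, with 4322 loci at an unadjusted P under 0.05 and no other tool run. With 0 loci found, all 100 draws of the labels give at least as many whatever the data, so they decide nothing about chance. A larger spread between replicates at 22 DAA may account for the lower number, so the numbers do not show that the effect of *GPC-A1* became smaller.

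A lag of the mutant leaves behind WT was tested on the 757 loci that were higher in WT than in *gpc-A1/gpc-B2* at 12 DAA. The test asked whether these loci go up between 12 DAA and 22 DAA in *gpc-A1*, whose libraries took no part in the choice. Their median log2 change there was -0.421 (10000 random lists of like expression gave -0.08 to 0.077), and 32.1% of them went up. In WT the same loci fell more (median -0.747, with 14.5% going up), so a delayed course could fall too, and the direction of the change decides nothing about a lag. The 501 loci lower in WT mirrored this, with 0.35 in *gpc-A1* and 0.664 in WT. A lag stays open.

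The share of Up-Down loci among those DE in *gpc-A1* was tested on WT replicates that took no part in the choice. By the direction of means, 59.8% to 79.8% of the loci chosen on 2 WT replicates of 12 DAA were Up-Down on the other 2, compared with 16.6% to 17.8% of the loci DE during senescence and 26.6% to 30.0% of all loci. A few deviating WT libraries are thus excluded as the source of this share. For the class as a whole the same division gave another result. Of the loci called up between HD and 12 DAA on 2 replicates, 35.7% to 55.5% fell by 22 DAA on the other 2, compared with 49.2% to 50.0% of all loci of like expression. Part of the Up-Down class by the direction of means may therefore come from choosing loci with a high mean at 12 DAA.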
